# Intracytoplasmic sperm injection induces transgenerational abnormalities in mice

**DOI:** 10.1172/JCI170140

**Published:** 2023-11-15

**Authors:** Mito Kanatsu-Shinohara, Yusuke Shiromoto, Narumi Ogonuki, Kimiko Inoue, Satoko Hattori, Kento Miura, Naomi Watanabe, Ayumi Hasegawa, Keiji Mochida, Takuya Yamamoto, Tsuyoshi Miyakawa, Atsuo Ogura, Takashi Shinohara

**Keywords:** Reproductive Biology, Stem cells, Behavior, Fertility

## Abstract

In vitro fertilization (IVF) and intracytoplasmic sperm injection (ICSI) are 2 major assisted reproductive techniques (ARTs) used widely to treat infertility. Recently, spermatogonial transplantation emerged as a new ART to restore fertility to young patients with cancer after cancer therapy. To examine the influence of germ cell manipulation on behavior of offspring, we produced F_1_ offspring by a combination of two ARTs, spermatogonial transplantation and ICSI. When these animals were compared with F_1_ offspring produced by ICSI using fresh wild-type sperm, not only spermatogonial transplantation–ICSI mice but also ICSI-only control mice exhibited behavioral abnormalities, which persisted in the F_2_ generation. Furthermore, although these F_1_ offspring appeared normal, F_2_ offspring produced by IVF using F_1_ sperm and wild-type oocytes showed various types of congenital abnormalities, including anophthalmia, hydrocephalus, and missing limbs. Therefore, ARTs can induce morphological and functional defects in mice, some of which become evident only after germline transmission.

## Introduction

Since its first report in 1978, in vitro fertilization (IVF) has been used in assisted reproductive techniques (ARTs) in humans (1). IVF is often used when a woman’s fallopian tubes are blocked or when a man has a low sperm count. Subsequent development of intracytoplasmic sperm injection (ICSI) greatly expanded the application of ARTs by direct microinjection of a spermatozoon into the oocyte cytoplasm (2). Because ICSI requires only a small number of sperm in testis or epididymis, it is now applied to several types of male factor infertility, including azoospermia and globozoospermia. However, because only 4 animals (2 rabbits and 2 calf) were born as a result of ICSI trials before its clinical application (3), the risk of ICSI has been debated for years (4). Although no association with major congenital abnormalities was found, large epidemiological studies showed increased risks of lower birth weight, minor anomalies, and imprinting disorders (5–10). The risks of impaired cognitive development, neurodevelopmental disorders, and metabolic health have remained inconclusive (11). However, little is known about the effect of ICSI on subsequent generations because of the long human reproductive cycle (12–15). Although one study using mice showed increased apoptosis of spermatocytes, no study showed abnormal phenotype using wild-type sperm (16). More recently, spermatogonial stem cell (SSC) transplantation emerged as a new ART. It is expected to restore fertility in boys who undergo cancer therapy (17). When SSCs are lost owing to cancer treatment in boys before puberty, infertility may be prevented by reintroduction of SSCs after cancer treatment.

Embryonic cells are sensitive to experimental manipulation. For example, in vitro cultures of preimplantation embryos result in “offspring syndrome” in animals, including in cattle and sheep (18). These animals have excessive birth weight, large tongues, umbilical hernia, hypoglycemia, and visceromegaly. These effects result from dysregulation of a set of genes that are expressed only from the maternally or paternally inherited chromosomes, called imprinted genes (19). Cloned animals also exhibit abnormal expression of imprinted genes (20). Proper allelic expression of imprinted genes plays an important role in embryonic and neonatal growth, placental function, and postnatal behavior.

Given these results, it is possible that germ cell manipulation influences offspring health. While the impact of embryo culture on F_1_ offspring has been established and its mechanism is gradually being elucidated (21), few studies have evaluated the effect of SSC transplantation. Here, we evaluated the impact of ARTs using mouse germline stem (GS) cells, which are cultured spermatogonia with enriched SSC activity (22). We initiated this study to examine the effect of spermatogonia transplantation on offspring behavior and produced offspring by ICSI. Analysis of offspring revealed that germ cell manipulation causes transgenerational defects in subsequent generations.

## Results

### Production of F_1_ animals by ICSI.

To examine whether SSC manipulation affects ART outcome, we used GS cells from C57BL/6 Tg14(act-EGFP)OsbY01(Green) mice that express *Egfp* gene ubiquitously (B6-GS cells) (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI170140DS1). B6-GS cells appeared very similar to GS cells in a DBA/2 background (DBA-GS cells), which produce offspring by natural mating even after long-term culture (22). Bisulfite sequencing analysis showed typical androgenetic DNA methylation patterns with hypermethylation of *H19* and *Meg3* IG differentially methylated regions (DMRs) and hypomethylation in *Igf2r* and *Snrpn* DMRs in both cell types (Supplemental Figure 1B). Real-time PCR analysis was consistent with the DNA methylation patterns (Supplemental Figure 1C). B6-GS cells were transplanted into the seminiferous tubules of congenitally infertile WBB6F1-W/W^v^ mice (W) to produce sperm (23). Within 3 months, B6-GS cells generated SYCP3^+^ spermatocytes and peanut agglutinin^+^ (PNA^+^) haploid cells (Supplemental Figure 1, D and E). To produce offspring, sperm or elongated spermatids were used for ICSI (24). We also used sperm freshly prepared from green mouse testes as a control (Figure 1A).

After Caesarean section, we found that significantly fewer mice were born from W mice compared with mice born after ICSI using fresh sperm (Supplemental Table 1). The most striking finding was the production of placenta-only offspring (5.2% vs. 0.4%). Bodies and placentas from GS cell–derived mice were larger than those of ICSI mice (Figure 1, B and C). Litter size and body/placental ratio, which is a measure of placental efficiency, were comparable between the two groups (Figure 1B and Supplemental Table 1). Because ICSI produces offspring with abnormal imprinting and may influence body weight (25), we performed combined bisulfite restriction enzyme analysis (COBRA). We collected tail DNA and determined the DNA methylation levels of DMRs in *H19*, *Meg3* IG, *Igf2r*, and *Snrpn*. None of the mice showed abnormalities (Supplemental Figure 2A). Bisulfite sequencing confirmed these results (Supplemental Figure 3A).

### Behavior analysis of F_1_ animals.

To examine the functional effect on offspring, we conducted a battery of behavioral tests (26). In this experiment, we used only male mice because no obvious sexual differences in behavior were found in a previous study using offspring born after spermatogonial transplantation (27). We compared 3 groups of male mice: F_1_ offspring produced by ICSI using wild-type sperm (ICSI-F_1_) or sperm from GS cells (GS-F_1_) and control offspring sired by natural mating (control-F_1_) (Figure 1A). Although GS-F_1_ mice were heavier, no difference was found in the grip strength and wire hang tests, and they did not exhibit abnormal sensitivity to a thermal stimulus in hot plate test (Supplemental Figure 4, A–D).

Several tests showed reduced locomotor activity of GS-F_1_ mice. GS-F_1_ mice showed reduced distance traveled in the light/dark transition test (Supplemental Figure 4E). Activity level was significantly lower in 24-hour cage monitoring (Supplemental Figure 4F). An open-field test, which is used to assay general locomotor activity levels, anxiety, and exploration activity, showed a tendency toward less activity in GS-F_1_ mice (Supplemental Figure 4G). GS-F_1_ mice showed reduced vertical behavior, spent less time in the center area compared with other types of mice, and had lower stereotypic counts.

The most notable characteristic of GS-F_1_ mice was their startle response (Figure 2A). Prepulse inhibition of the acoustic startle response is an index of sensorimotor gating. The startle responses to acoustic stimulation at 110 and 120 dB in GS-F_1_ mice were significantly impaired compared with control mice, suggesting a hearing deficit in GS-F_1_ offspring. However, a weak auditory stimulus at 74 and 78 dB inhibited the startle response more significantly in GS-F_1_ mice, indicating that they do not have a hearing deficit.

Although the tail suspension test showed reduced mobility of GS-F_1_ mice (Supplemental Figure 4H), the Porsolt forced swim test, another test for depressive behavior, showed enhanced immobility and reduced distance traveled (Supplemental Figure 4I). However, because this test also depends on locomotor activity, the result may simply reflect their low locomotive activity. ICSI-F_1_ mice did not show differences in the immobility (i.e., distance traveled); however, several abnormalities were common between ICSI-F_1_ and GS-F_1_ mice. The 3-chamber social approach test (assessing sociability) revealed decreased social behavior in both types of mice (Figure 2B). The sociability test, which compares the behavior around an empty cage and a cage with a stranger mouse (stranger 1), showed that ICSI-F_1_ mice spent less time around the stranger side. Moreover, ICSI-F_1_ and GS-F_1_ mice traveled shorter distance, and the average speed of GS-F_1_ mice was reduced. Although abnormalities in social behavior in GS-F_1_ mice were evident in the social interaction test in a new environment (Supplemental Figure 4J), this test did not show abnormalities in ICSI-F_1_ mice. However, in the elevated plus maze test, which reflects anxiety-like behavior, GS-F_1_ and ICSI-F_1_ mice entered into open arm significantly less frequently (Figure 2C). Therefore, ICSI-F_1_ and GS-F_1_ mice exhibited abnormalities in social behavior and increase in anxiety response.

ICSI-derived F_1_ offspring have impaired memory function (28). To confirm this, we performed several tests. First, the T-maze test, which examines working memory, did not show a defect in ICSI-F_1_ mice (Supplemental Figure 4K). Second, the Barnes maze test, which assesses spatial learning and memory, showed that ICSI-F_1_ mice spent significantly less time around the target hole in probe tests performed 1 month after the last training session and the rate of omission error was significantly increased, suggesting impaired memory retention (Supplemental Figure 4L). A cued and contextual fear conditioning test showed an increase in freezing response and decrease in distance traveled in GS-F_1_ mice in the training session (Figure 2D). GS-F_1_ mice no longer showed abnormalities in the retention test. These results confirmed that ICSI-F_1_ mice have impaired memory.

### Implantation failure and congenital malformation in F_2_ offspring.

To examine whether abnormalities are transmitted to the F_2_ generation, we performed IVF using F_1_ sperm and wild-type oocytes (Supplemental Table 1). After Caesarean section, we found that body and placenta weights of GS-F_2_ mice were significantly increased (Figure 1B). Moreover, the implantation rate was significantly reduced in ICSI-F_2_ mice (Supplemental Table 1). The frequency of placenta-only offspring increased by approximately 16.8-fold when compared with that of ICSI-F_1_ mice. The combined numbers of dead and placenta-only offspring was higher for ICSI-F_2_ offspring, which accounted for approximately 29.6% of newborn offspring. Notably, 8.5% and 1.7% of ICSI-F_2_ offspring exhibited hydrocephalus and anophthalmia, respectively (Figure 1D). Hydrocephalus was also found in 1 GS-F_2_ offspring. Litter size and body/placental ratio were comparable among the 3 groups (Figure 1B and Supplemental Table 1).

We performed another set of IVF using approximately 25-month-old control-F_1_ and ICSI-F_1_ mice to confirm whether ICSI per se causes abnormalities. After Caesarean section, we found that 17.6% of ICSI-F_2_ mice were either dead or placenta only, compared with 3.8% for control-F_2_ mice. Overall, 11.2% of ICSI-F_2_ offspring exhibited congenital malformation. Along with hydrocephalus (1.7%) and anophthalmia (2.6%), offspring were born with small or open eyes (3.4%), skull defect (0.9%), and umbilical hernia (0.9%) were born (Figure 1D).

Unexpectedly, 15.4% of control-F_2_ offspring, which were produced by IVF using sperm from control-F_1_ mice and wild-type oocytes, showed similar congenital deformities (Figure 1D). Offspring with anophthalmia (3.8%), hydrocephalus (3.8%), and small eyes (3.8%) were born. However, the phenotype was not exactly the same because we found 2 offspring with tanned skin (7.7%). Because such abnormalities were not found in control-F_2_ offspring from young control-F_1_ mice (Supplemental Table 1), these results suggested that IVF using aged sperm increases the frequency of congenial malformation.

To determine whether F_1_ female mice can sire abnormal offspring, we performed IVF using ICSI-F_1_ oocytes and wild-type sperm and found an F_2_ offspring with hydrocephalus (Supplemental Table 1). These results showed that congenital abnormalities can occur through the female germline. Based on the increased body weight of GS-F_2_ offspring, we carried out COBRA for all F_2_ offspring (Supplemental Figure 2B); however, no significant abnormalities were found. Bisulfite sequencing confirmed these results (Supplemental Figure 3B).

### Behavioral abnormalities in F_2_ offspring.

To determine whether behavioral abnormalities persist in the F_2_ generation, male F_2_ offspring were subjected to a battery of behavioral tests. Overall, the phenotype of GS-F_2_ mice was stronger than that of ICSI-F_2_ mice. All 3 types of mice had comparable body weights, and no differences were found in a grip strength test and a wire hang test (Supplemental Figure 5, A–C). However, GS-F_2_ mice were more sensitive to heat than control-F_2_ mice (Supplemental Figure 5D).

GS-F_2_ mice exhibited many of the defects of GS-F_1_ animals. They showed low activity in the light/dark transition test (Supplemental Figure 5E). Although no abnormalities in 24-hour cage monitoring was found (Supplemental Figure 5F), an open-field test showed lower activity (Supplemental Figure 5G). Abnormalities in acoustic startle response and prepulse inhibition clearly persisted in GS-F_2_ mice (Figure 3A). Despite the lack of a significant differences in the tail suspension test (Supplemental Figure 5H), we found abnormalities in the Porsolt forced swim test (Supplemental Figure 5I). The 3-chamber social approach test and social interaction test in a new environment indicated defective social behavior in GS-F_2_ mice (Figure 3B and Supplemental Figure 5J). Abnormalities in elevated plus maze test also suggested anxiety-like behavior (Figure 3C).

We observed new phenotypes in GS-F_2_ mice. In addition to thermal sensitivity, GS-F_2_ mice showed abnormalities in social novelty preference test (Figure 3B). They also showed a superior response in the T-maze test (Supplemental Figure 5K). Moreover, GS-F_2_ mice showed significant reductions in distance traveled and in number of errors in the Barnes maze test (Supplemental Figure 5L). Therefore, although GS-F_2_ mice exhibited many of the same abnormalities of the GS-F_1_ mice, their memory was significantly improved in the next generation.

The phenotype of ICSI-F_2_ mice was mild. However, they showed abnormalities in the 3-chamber social approach test of social novelty preference (Figure 3B). Control-F_2_ and GS-F_2_ mice spent more time in and around the cage with a new stranger mouse (stranger 2) than in the cage with the familiar mouse (stranger 1), while ICSI-F_1_ mice did not show such a preference. Like GS-F_2_ mice, ICSI-F_2_ mice also exhibited phenotypes not found in ICSI-F_1_ mice. ICSI-F_2_ mice showed a reduction in distance traveled in the dark (Supplemental Figure 5E), showing low locomotive activity. They also showed reduced travel speed in 3-chamber social approach test (Figure 3B). Neither the T-maze test nor Barnes maze test showed abnormalities (Supplemental Figure 5, K and L). However, ICSI-F_2_ mice exhibited a longer freezing time and shorter distance traveled in the conditioning session (Figure 3D). Although the effect of reduced activity needs to be considered, abnormalities were also found in context testing and cued testing with altered context. When fear memory was assessed after 1 month, ICSI-F_2_ mice still showed defects in context testing, suggesting poor learning ability and memory retention (Figure 3D). Therefore, behavioral abnormalities are propagated by germline transmission.

### Congenital deformity in F_3_ offspring.

We produced F_3_ offspring using sperm from F_2_ mice and wild-type oocytes. After Caesarean section, we found that GS-F_3_ offspring were heavier than control-F_3_ mice (Figure 1B). Litter size and body/placental ratio were comparable among the 3 groups (Figure 1B and Supplemental Table 1). Anophthalmia and hydrocephalus were similarly observed in ICSI-F_3_ mice (1.8%; Figure 1E). Moreover, ICSI-F_3_ and GS-F_3_ offspring showed severe defects, with missing head and limbs (Figure 1E). Anophthalmia was found in control-F_3_ offspring (Figure 1E). To examine whether natural mating can erase abnormalities, we crossed ICSI-F_2_ male and female mice with normal appearance. However, natural mating produced 1 mouse with microphthalmia and 1 with hydrocephalus (Figure 1F). COBRA of tail DNA did not show apparent abnormalities in DNA methylation levels (Supplemental Figure 2C). These results suggested that congenital abnormalities occur in the subsequent generations.

### Analysis of spermatogenesis and SSCs in F_1_ mice.

To understand the mechanism of transmission of abnormal phenotype, we performed immunostaining of ICSI-F_1_ and control-F_1_ mouse testes (Figure 4A). We used antibodies against the regions of histone H3 containing the dimethylated lysine 4 (H3K4me2), dimethylated lysine 9 (H3K9me2), dimethylated lysine 27 (H3K27me2), trimethylated lysine 27 (H3K27me3), demethylated lysine 36 (H3K36me2), and dimethylated lysine 79 (H3K79me2). Immunostaining pattens were similar to results reported in previous studies (29–31). However, there were no obvious differences in staining patterns between the 2 groups.

To study gene expression in the germline directly, we derived GS cells from ICSI-F_1_ and control-F_1_ mice. GS cells were derived by collecting CD9-expressing spermatogonia from mature testes by magnetic cell sorting. These cells are enriched for SSCs (32). The morphology and growth characteristics of ICSI-F_1_ and control-F_1_ GS cells did not show apparent differences. To study the genomic imprinting in both types of GS cells, we performed COBRA. However, all of them showed the same androgenetic DNA methylation patterns (Supplemental Figure 2D).

We then used the reduced representation bisulfite sequencing method to verify the overall genomic methylation (Figure 4B). 

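Reduced representation bisulfite sequencing reads the ends of fragments cut by MspI, an enzyme whose site contains a CpG, after bisulfite has converted unmethylated cytosines. The share of reads that still carry a cytosine at a site is its methylation level. GS cells are cultured spermatogonia with stem cell activity, and 8 lines were sequenced with 1 library each, 4 from control-F1 mice (lines 29, 37, 44 and 45) and 4 from ICSI-F1 mice (lines 11, 17, 20 and 21). The authors aligned the reads to mm10, counted methylated and unmethylated reads per cytosine with methylKit, scaled the coverage of the lines to one another, and joined the sites covered by at least 10 reads in all 8 lines. Their table of promoter sites held 203645 cytosines assigned to 9224 genes, with the strands of a CpG kept as separate sites. The methylation level of each site in each line was computed here as methylated reads divided by methylated plus unmethylated reads, and a group value was the unweighted mean of its 4 lines. Once the scaling had been undone, the median coverage of a site was 41 to 82 reads in the control-F1 lines (median of the lines, 66) and 56 to 80 reads in the ICSI-F1 lines (median of the lines, 65). The summed coverage over all sites was 9121937 to 16781748 reads per control-F1 line and 11814522 to 16618699 reads per ICSI-F1 line. Reads carried no molecular identifiers, so coverage limits counting error only. The paper's reported numbers of sequenced reads separate the lines into 2 library sets that cross the groups. Lines 29, 37, 11 and 17 (library set 1) had 63728322 to 68087100 reads, and lines 44, 45, 20 and 21 (library set 2) had 81362378 to 92937406 reads.

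The mean methylation level over all promoter sites was 7.66% ± 1.49 (SD, n = 4) in control-F1 GS cells and 7.51% ± 1.22 (SD, n = 4) in ICSI-F1 GS cells. The difference of −0.147 percentage points was smaller than the spread between lines (exact two-sided permutation test over 70 arrangements, p = 0.83, with 0.0286 the smallest p that 4 lines against 4 allow). ICSI-F1 lines were higher by 0.118 percentage points within library set 1, and the difference was −0.411 percentage points within library set 2. The sign also changed when line 44, 45, 11 or 17 was left out, and the difference was 0.388 percentage points without line 44. In CpG islands the 8 lines had mean levels between 3.52% and 6.49%, and at sites outside islands, shores and shelves between 18.8% and 22.7%.

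**Figure D1:**
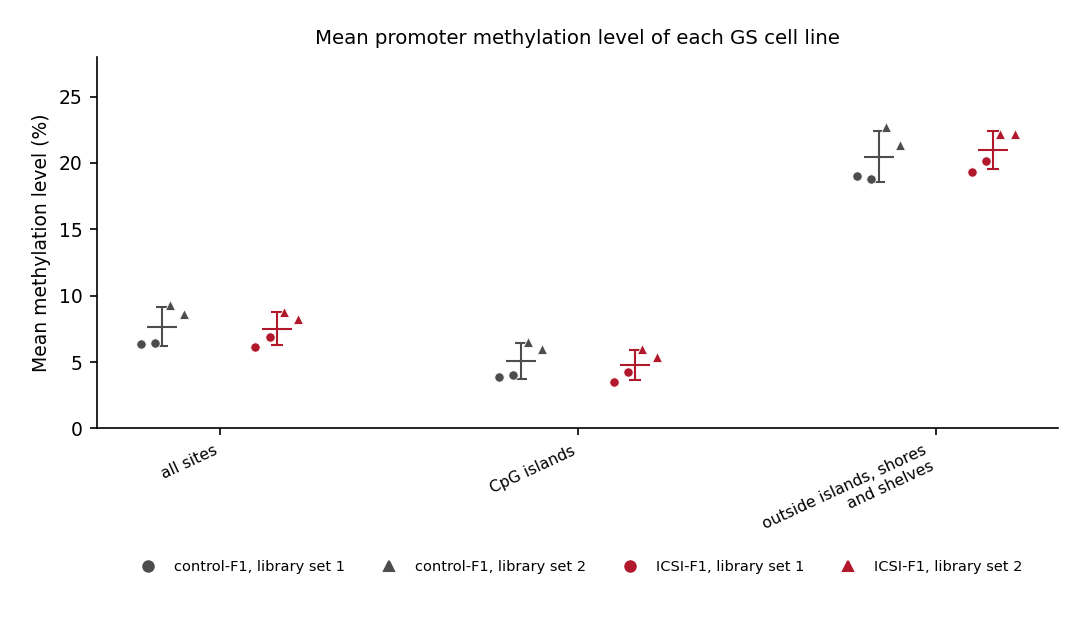
Mean methylation level (%) of each GS cell line over all promoter sites, over sites in CpG islands, and over sites outside islands, shores and shelves. Points are lines, circles stand for library set 1 and triangles for library set 2, and bars show the group mean ± SD (n = 4); over all sites the control-F1 lines lie between 6.34% and 9.26% and the ICSI-F1 lines between 6.14% and 8.80%.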

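Across the promoter sites, the mean level of the ICSI-F1 lines followed that of the control-F1 lines with a squared Pearson correlation of 0.958 and a slope of 1.02. This correlation is across sites, which are not independent replicates. The 12 pairs of lines from the same group had squared correlations of 0.751 to 0.91 (median 0.856), and the 16 pairs from different groups had 0.742 to 0.894 (median 0.851). The group means differed by 20 percentage points or less at 99.6% of sites and by 5 or less at 89.9%. Sites were called hypermethylated when the mean level of the ICSI-F1 lines exceeded that of the control-F1 lines by more than 20 percentage points and every ICSI-F1 line lay above the control-F1 mean, and hypomethylated sites were called the same way in the other direction. By this rule, 557 sites (0.274%) were hypermethylated and 103 sites (0.0506%) were hypomethylated. With library set 1 alone, 2 lines against 2, the alternative with the largest absolute change in the number of hypermethylated sites, the counts were 1773 and 429. The mean within-group SD at the called sites was 17.7 percentage points. A logistic model with the dispersion of each site estimated between lines, tested on 196818 sites that varied, gave 0 sites at a false discovery rate of 0.05 by the Benjamini-Hochberg method. At an unadjusted p under 0.05 it gave 15262 sites, 5662 higher and 9600 lower in ICSI-F1 GS cells. In simulated data of the same size, this test recovered 0% of 50 sites raised by 60 percentage points, so that its count of 0 could not show whether sites differed. A version with the dispersion moderated across sites recovered 92% of them and 2% of 50 sites raised by 20 percentage points. It also gave 0 sites in the GS cells, with 13901 sites at an unadjusted p under 0.05. The raised sites of the simulation all had a low to intermediate level and at least 30 scaled reads in every line. When the lines were split by library set, 1552 sites were fully separated, yet the moderated version gave only 1 site. Its recovery in simulated data therefore need not hold for these lines, and its 0 leaves a group difference open. The moderated version was not fitted with the library set as a covariate.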

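The largest increase was at 2 cytosines upstream of *1700063H04Rik* (ENSMUSG00000040657), on the opposite strands of one CpG outside any island on chromosome 6 of mm10. At position 122390928 the level was 28.1% ± 28.0 (SD, n = 4) in control-F1 lines and 86.3% ± 19.6 (SD, n = 4) in ICSI-F1 lines, with 15 to 126 scaled reads per line. At position 122390927 it was 13.9% ± 19.4 and 71.1% ± 29.4, with 12 to 99 reads, and control-F1 line 29 alone had 42.6%. The groups overlapped at both cytosines. The site of *Gm48545* on chromosome 10 (position 19102069), which lies in an exon of *Tpi-rs5*, had 16.8% ± 11.7 in control-F1 and 70.7% ± 25.2 in ICSI-F1 lines, with 57 to 103 reads. On chromosome 11, the site upstream of *Tbx21* (position 97116252), in the shore of an island, had 31.9% ± 13.0 and 81.9% ± 7.99, with 27 to 234 reads. The site of *Gm49464* on chromosome 15 (position 86703833) had 20.4% ± 18.7 and 69.5% ± 23.6, with 11 to 43 reads. The largest decreases were upstream of the olfactory receptor gene *Olfr212* on chromosome 6. There, the level was 89.0% ± 7.17 in control-F1 and 40.7% ± 26.3 in ICSI-F1 lines at position 116506290, where the groups overlapped, and 89.9% ± 7.60 and 41.6% ± 30.9 at position 116506306, with 52 to 138 reads at these cytosines. At the site of *Gm11116* on chromosome 5 (position 88112130) it was 79.7% ± 19.3 and 33.4% ± 23.4, with 17 to 40 reads. None of the 8 sites passed a false discovery rate of 0.05 in the logistic model, in which their adjusted values were 0.644 to 0.645. Each difference had the same sign within library set 1 and within library set 2. Each is the mean of its values in the sets, so sites picked for differences this large could hardly show opposite signs. The shared sign therefore does not show that the sets agree.

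**Figure D2:**
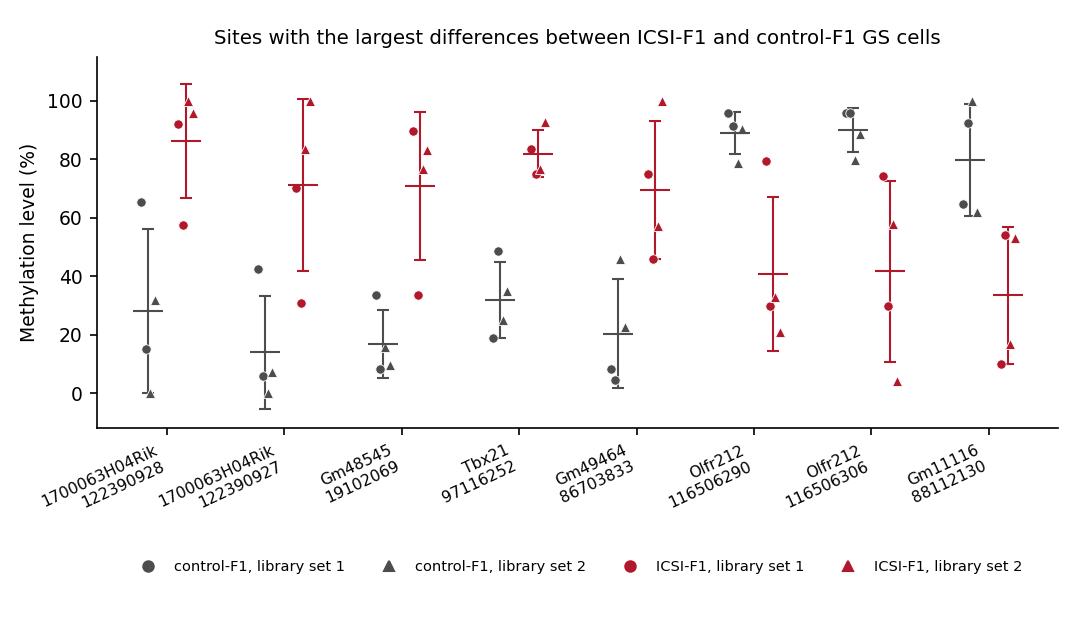
Methylation level (%) of each GS cell line at the 5 cytosines with the largest increases and the 3 with the largest decreases under the 20% rule, named by gene and position. Points are lines, circles and triangles stand for library sets 1 and 2, and bars show the group mean ± SD (n = 4), which extends past 100% or under 0% at some sites; at the *Tbx21* site the ICSI-F1 lines lie between 75% and 92.6% and the control-F1 lines between 18.9% and 48.7%.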

Of the 237,680 covered CpG sites, our analysis identified 143 (0.06% of commonly covered sites) hypermethylated sites and 19 (0.008% of commonly covered sites) hypomethylated sites in the ICSI-F_1_ versus the control-F_1_ GS cells (>20% change, R^2^ = 0.9581) (Supplemental Table 2). Gene ontology analysis failed to detect significant association with specific biological functions. Moreover, we were not able to find significant differences in DNA methylation patterns for imprinted genes (Supplemental Figure 6).

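Of 75 imprinted genes listed before the data were examined, 26 had promoter sites in the table, with 623 sites in all. Their mean level was 6.78% ± 1.10 (SD, n = 4) in control-F1 GS cells and 6.25% ± 0.957 (SD, n = 4) in ICSI-F1 GS cells. The difference of −0.530 percentage points did not exceed the spread between lines (exact two-sided permutation test, p = 0.486), and it was −0.413 percentage points within library set 1 and −0.646 within library set 2. Of the genes classed by hand as methylated on the maternal allele, 4 had sites, *Grb10*, *Impact*, *Zdbf2* and *Peg12*. Whether their sites lie in the region methylated on that allele was not checked, so the values need not measure maternal imprints. At these 31 sites the level was 5.43% ± 2.25 in control-F1 and 5.07% ± 0.812 in ICSI-F1 lines (difference −0.360 percentage points, exact two-sided permutation test, p = 0.83). This difference was 0.920 percentage points within library set 1 and −1.64 within library set 2. It was 0.619 without line 44 and 0.00941 without line 17. The 4 genes went both ways. *Grb10* differed by 8.41 percentage points (exact two-sided permutation test, p = 0.229), and *Impact*, *Zdbf2* and *Peg12* by −1.44, −1.55 and −0.862. Promoter means were lower in ICSI-F1 lines for 18 of the 26 genes and higher for 8. The smallest p of the 26 exact two-sided permutation tests was 0.171, for *Kcnk9*, and every value was 1 after Benjamini-Hochberg adjustment. *Dio3* (ENSMUSG00000075707), an imprinted gene of the *Meg3* region, was the only one of the 26 genes with a site past the 20% rule. This cytosine, at position 110278328 of chromosome 12 in a CpG island, had a level of 29.6% ± 6.14 (SD, n = 4) in control-F1 and 52.5% ± 7.74 (SD, n = 4) in ICSI-F1 lines, with 57 to 117 scaled reads per line and no overlap between the groups. The difference was 26.7 percentage points within library set 1 and 19.1 within library set 2. This cytosine is also listed in Supplemental Table 2, and its adjusted value in the logistic model was 0.644. It is 1 of 77 sites of this promoter, whose mean level was 3.75% ± 1.36 and 3.78% ± 1.00 (exact two-sided permutation test, p = 1). In its discussion, the paper states that its analyses of ICSI offspring and GS cells gave no strong evidence for imprinting defects.

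**Figure D3:**
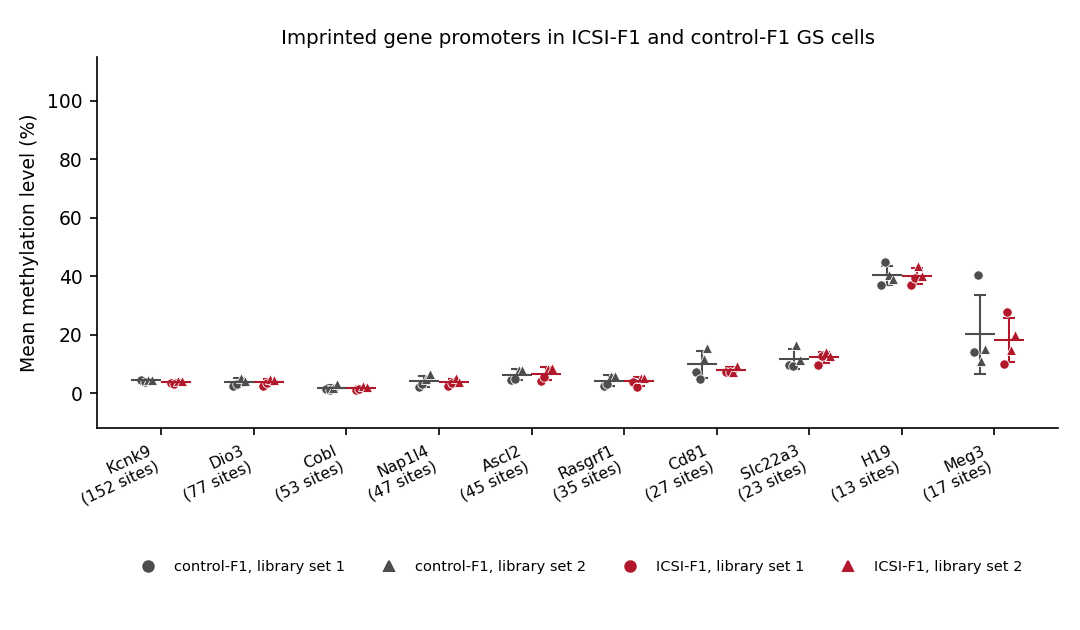
Mean promoter methylation level (%) of each GS cell line for *H19*, *Meg3* and the 8 other imprinted genes with the most sites, with the number of sites per promoter. Points are lines, circles and triangles stand for library sets 1 and 2, and bars show the group mean ± SD (n = 4); at the *Dio3* promoter all lines lie between 2.32% and 5.37%.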

We performed RNA-Seq of GS cells for changes in gene expression profiles (Figure 4C and Supplemental Table 3). Comparison between ICSI-F_1_ and control-F_1_ GS cells revealed no differentially expressed genes, including DMR genes (FDR < 0.05). Real-time PCR analysis confirmed comparable levels of imprinted gene expression in both types of F_1_ GS cells (Figure 4D). These results are consistent with the RNA-seq data that showed comparable expression levels of imprinted genes between the 2 cell types.

## Discussion

We found several defects in GS cell–derived F_1_ offspring. Although the animals did not show congenital defects, their bodies were larger, and they exhibited several behavioral abnormalities. In a recent study, several types of behavioral reflexes were analyzed in SSC-derived offspring produced by natural mating using DBA/2 mice (27); however, none of them showed abnormalities in both F_1_ and F_2_ generations. Because SSCs were similarly cultured in that study, abnormalities found in the current study might have been due to difference in genetic background or ICSI. In addition, MHY1485, which was used to drive self-renewal of B6-GS cells in vitro, may also be responsible. Considering that normal offspring were born after spermatogonial transplantation in that study, transplantation procedure per se probably does not play a significant role in inducing abnormalities.

We then found F_2_ offspring produced by IVF using sperm from ICSI-F_1_ mice were abnormal. These results were unexpected because F_1_ offspring appeared normal. However, congenital abnormalities appeared only after germline transmission. Although ICSI-induced transcriptional changes disappear by 8 weeks in somatic cells (33), germ cells of ICSI-F_1_ mice might have undergone irreversible damages, resulting in an increased incidence of abnormalities. For example, whereas the spontaneous rate of hydrocephalus in wild-type B6 mice is 0.029% (ref. 34), the rate of hydrocephalus in F_2_ offspring (~4.0%) was approximately 137.9-fold higher. Although we did not find a statistically significant increase in congenital abnormalities in F_3_ offspring, this was because control-F_3_ offspring, which were produced by 2 rounds of IVF, showed similar defects. Therefore, we currently cannot completely exclude the possibility that congenital abnormalities persist in subsequent generations.

The most likely candidate responsible for inducing abnormal phenotype is acrosome. It has been suggested that incorporation of acrosome into the oocyte by ICSI is hazardous to embryos because acrosome contains an array of hydrolyzing enzymes (35). After fertilization, such enzymes may damage proteins that normally protect DNA. However, because we also observed abnormal offspring after IVF using aged sperm, acrosome alone cannot sufficiently explain the defects. We speculate that atmospheric oxygen may be primarily responsible for the observed phenotype. The concentration of oxygen in vivo varies between 2% and 8% in the oviduct and uterus (36). The atmospheric oxygen is injurious through the generation of free oxygen radicals. Indeed, when pronucleate mouse oocytes were exposed to 20% oxygen for only 1 hour before being cultured in 5% oxygen, there was pronounced inhibition of development (37). Besides oxygen, genetic background may play a role, because our routine ICSI experiments using B6 sperm and B6 × DBA/2 F_1_ (B6D2F1) oocytes do not cause such frequent abnormalities (38).

While these candidate factors need to be tested for potential involvement, our analysis of ICSI offspring and GS cells failed to provide strong evidence for imprinting defects. Because abnormal genomic imprinting can occur after ICSI (25), we focused on imprinted gene expression patterns throughout our analyses. However, none of the imprinted genes showed apparent abnormalities. Moreover, we failed to find significant changes in mRNA expression among F_1_ GS cells. However, more studies are necessary to exclude the possible epigenetic defects; it is possible that in vitro cultures might have influenced epigenetic changes due to exposure to high concentration of oxygen. Considering the many reports on epigenetic defects after animal and human ICSI, we still cannot discount epigenetics as a source of the abnormal phenotype, and analysis of placentas may hopefully provide a clue. Although we failed to show significant differences in the body/placental ratio in newborn offspring, placentas are sensitive to epigenetic abnormalities, and placenta-only offspring are quite often found after nuclear cloning experiments (39). In addition, the possibility of genetic mutations needs to be pursued. It is generally considered that ICSI does not alter mutation frequency (40), and this point is now being analyzed in human samples (41, 42). However, studies using inbred mice may solve this problem more easily. Future studies are required to determine the mechanism of transgenerational defects.

ICSI-induced behavioral abnormalities of F_1_ offspring have been reported in mice (28, 43). Our results were similar, if not identical, to those of these studies. In the current study, we examined the behavior of F_2_ offspring. Although we expected that abnormalities of F_1_ offspring would disappear in F_2_ mice, some abnormalities continued while different phenotypes appeared, despite germline transmission. For example, several abnormalities found in GS-F_1_ mice (anxiety- or depressive-like behavior and social activity), which may reflect their low locomotive activity, continued in the F_2_ generation. However, GS-F_2_ mice showed enhanced spatial learning and working memory, which were not found in GS-F_1_ mice. Moreover, unlike ICSI-F_1_ mice, ICSI-F_2_ mice showed low locomotive activity. Such differences may occur because the F_1_ phenotype reflects ICSI-induced damages in somatic cells. It is not surprising that potentially damaged F_1_ germ cells may produce offspring with distinct properties in the F_2_ generation. It also should be noted that the F_2_ phenotype may reflect the effect of additional IVF.

Our experimental model will be useful to study the science of ART. To date, few models exist to study ICSI-induced damages. We currently do not know whether our results using mice reflect human ARTs because the human acrosome is small and the human oocyte is large compared with those of mice (44, 45). Therefore, the human oocyte may tolerate potential damages caused by acrosomal enzymes. However, the current model using B6 oocytes will provide a useful system to allow improvements of culture conditions and manipulation protocols to minimize ICSI-induced damages. In addition, transgenerational effects of IVF need to be analyzed using larger sample sizes because we found similar defects when we used aged sperm. For application of SSCs, more studies are clearly required. Because offspring derived from GS cell cultures exhibited unique defects (i.e., large body size and startle response), it is likely that GS cell cultures have induced abnormal phenotype. However, it is also possible that offspring production by natural mating may overcome such problems. Because mice have a short generation time with defined genetic backgrounds, such studies will delineate potential hazardous factors and contribute to improve the safety of human ARTs.

## Methods

Further information can be found in Supplemental Methods.

### Animals and transplantation procedure.

We used green mice to derive GS cells (gift from M. Okabe; Osaka University, Osaka, Japan) (46). DBA-GS cells were previously described (22). For analysis of GS cells from F_1_ mice, SSCs were enriched by magnetic cell sorting using anti-CD9 antibody (KMC8; BD Biosciences as previously described (32). For spermatogonial transplantation, B6-GS cells were dissociated with trypsin and microinjected into the seminiferous tubules of 4- to 6-week-old W mice (Japan SLC, Shizuoka, Japan) via the efferent duct (47). Approximately 4 × 10^5^ cells were transplanted into the seminiferous tubules. Each injection filled approximately 75%–85% of the seminiferous tubules.

### IVF and ICSI.

IVF was carried out using human tubal fluid (HTF) medium supplemented with 1.25 mM reduced glutathione, as described previously (48–50). In brief, spermatozoa from epididymis were preincubated in HTF medium at 37°C under 5% CO_2_ in air for 1–2 hours, and a small drop of sperm suspension was added to HTF drops containing cumulus-oocyte complexes. Eggs were collected from C57BL/6N mice, and washed for 4–6 hours after insemination. ICSI was carried out in HEPES (10.1 mM)-CZB medium using a piezo-micropipette-driving unit, as described previously (24, 51). Sperm were collected from testes of recipient W mice and untreated green mice, which were the control. Embryos were cultured for 24 hours in CZB medium at 37°C in an atmosphere of 5% CO_2_ in air and transferred into the oviducts of day 1 pseudopregnant mothers after sterile mating with vasectomized males. All embryo cultures in the present study were performed for 24 hours. Recipients were injected subcutaneously with 2 mg progesterone in the evening on days 18 and 19 to prevent natural delivery. On the morning (09:00–12:00) of day 20, the recipient female mice were examined for the presence of live fetuses by Cesarean section. All analyses were carried out in a nonblinded fashion.

### Statistics.

Significant differences between means for single comparisons were determined by 2-tailed Student’s *t* test. Embryonic development was analyzed using the χ^2^ test. For behavioral tests, either 1-way ANOVA (mouse type) or 2-way repeated measures ANOVA (mouse type, 2-way interaction [e.g., mouse type × time interaction]) was applied. *P* < 0.05 was considered to be significant. Data are shown as the mean ± SEM.

### Study approval.

The Institutional Animal Care and Use Committees of Kyoto University and Fujita Health University approved all animal experimentation protocols.

### Data availability.

Reduced representation bisulfite sequencing and RNA-Seq data have been deposited in the Gene Expression Omnibus (GSE229929 and GSE214649, respectively).

## Author contributions

MKS and TS designed research studies. MKS, YS, NO, KI, SH, KM, NW, AH, KM, TM, and AO conducted experiments. MKS, YS, NO, KI, SH, KM, NW, AH, KM, TY, TM, AO, and TS acquired data. MKS, YS, and TS wrote the manuscript. MKS and YS contributed equally to data acquisition.

## Supplementary Material

Supplemental data

Supplemental tables 1-7

Supporting data values

## Figures and Tables

**Figure 1:**
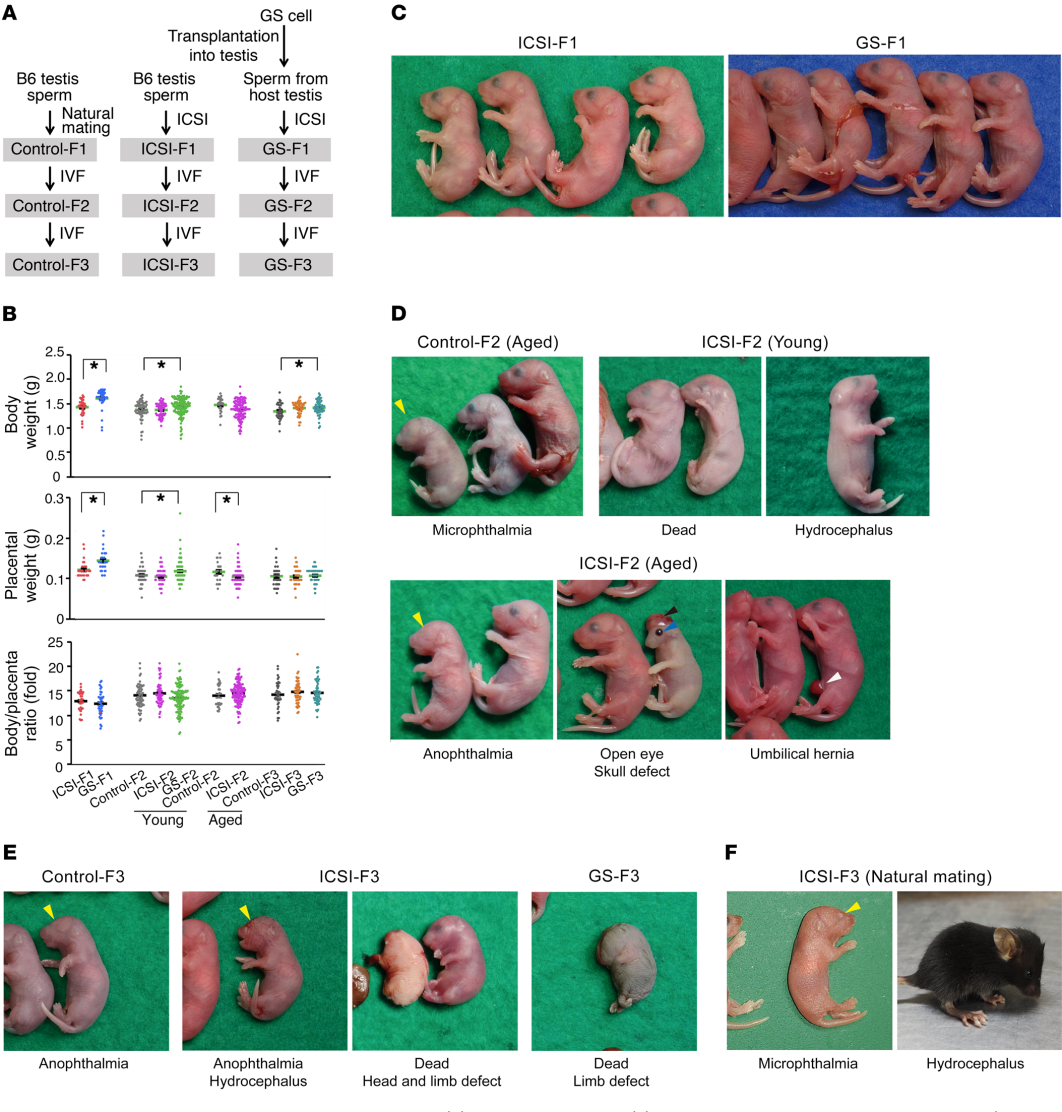
Congenital abnormalities in ICSI-derived offspring. (**A**) Experimental outline. (**B**) Body and placental weight at the time of birth (*n* = 31 for ICSI-F_1_; *n* = 37 for GS-F_1_; *n* = 63 for young control-F_2_; *n* = 50 for young ICSI-F_2_; *n* = 109 for young GS-F_2_; *n* = 25 for aged control-F_2_; *n* = 103 for aged ICSI-F_2_; *n* = 34 for control-F_3_; *n* = 45 for ICSI-F_3_; *n* = 49 for GS-F_3_). (**C**) F_1_ offspring produced by ICSI and SSC transplantation. (**D**) Congenital deformities found in F_2_ offspring produced by IVF using sperm from young (15 months) or aged (25 months) F_1_ mice. (**E**) Congenital deformities found in F_3_ offspring produced by IVF using sperm from F_2_ mice. (**F**) Congenital deformities found in F_3_ offspring produced by natural mating between F_2_ mice. *P < 0.05, 2-tailed Student’s *t* test.

**Figure 2:**
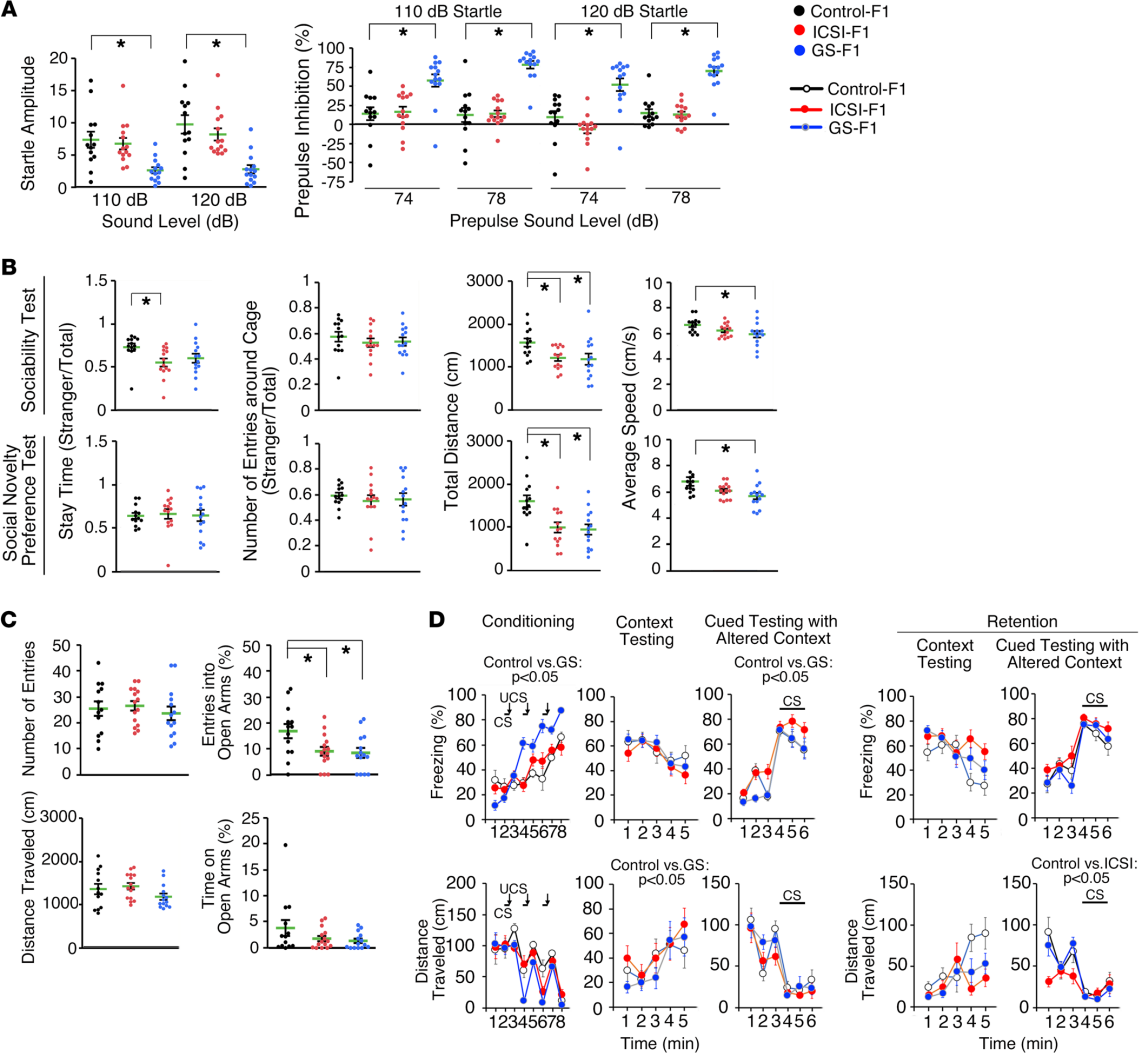
Abnormal behavior of F_1_ offspring. (**A**) Acoustic response and prepulse inhibition test. (**B**) Three-chamber social approach test (Crawley version). In the sociability test, time spent in or around the chamber with an empty cage, the center cage, and the chamber with a stranger mouse (stranger 1) were recorded. In the social novelty preference test, time spent in or around the chamber with a stranger mouse (stranger 1), the center cage, and the chamber with a novel stranger mouse (stranger 2) were recorded. (**C**) Elevated plus maze test. (**D**) Cued and contextual fear conditioning test. The number of mice analyzed is as follows: (**A** and **B**) *n* = 13 for control, *n* = 14 for ICSI-F_1_, and *n* = 14 for GS-F_1_; (**C**) *n* = 13 for control, *n* = 15 for ICSI-F_1_, and *n* = 14 for GS-F_1_; and (**D**) *n* = 13 for control, *n* = 14 for ICSI-F_1_, and *n* = 13 for GS-F_1_. *P < 0.05, 1-way ANOVA (mouse type) or 2-way repeated measures ANOVA (mouse type, 2-way interaction [e.g., mouse type time interaction]). CS, conditioned stimulus; UCS, unconditioned stimulus. See Supplemental Methods and Supplemental Tables 4 and 5 for details.

**Figure 3:**
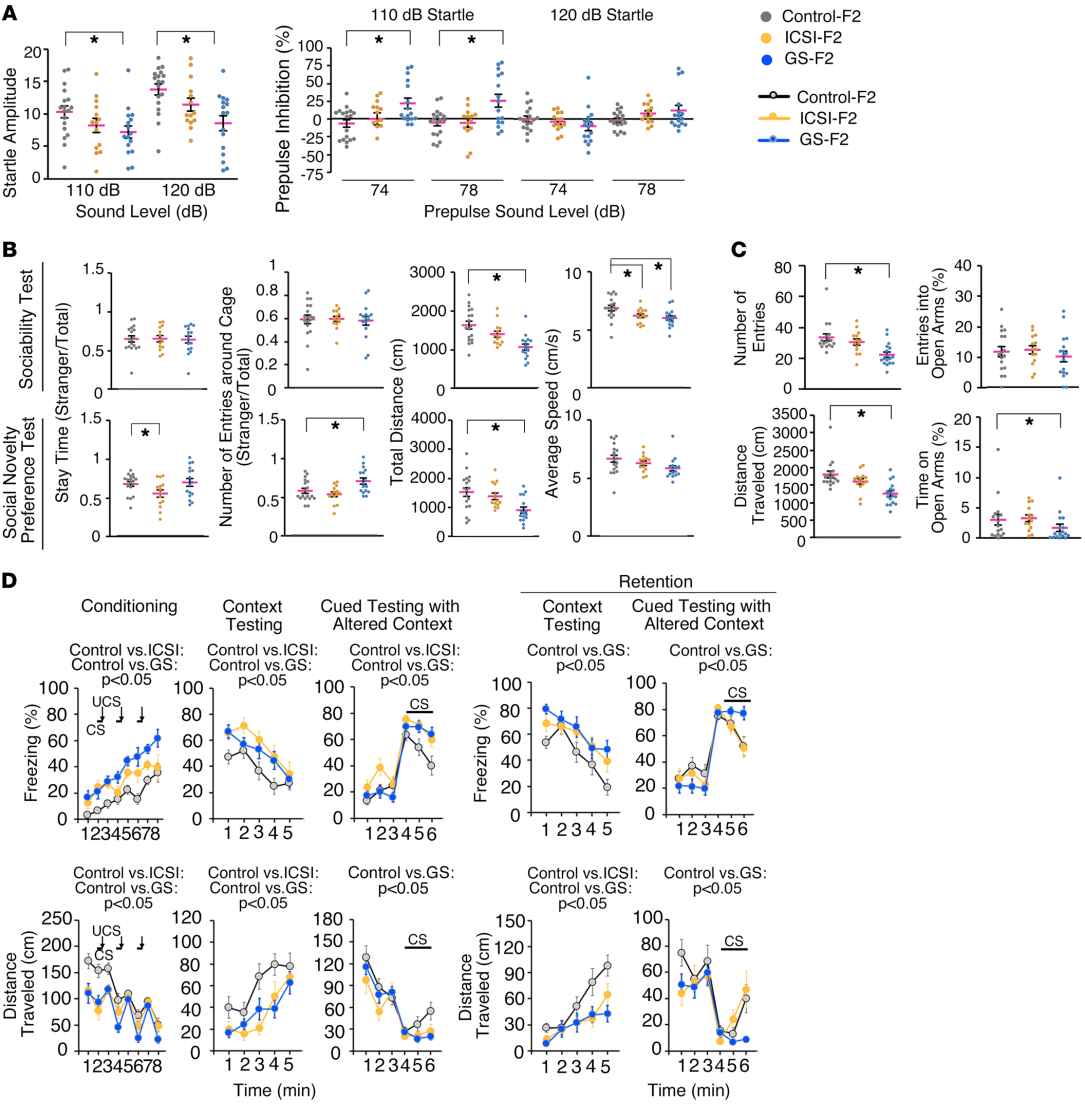
Abnormal behavior of F_2_ offspring. (**A**) Acoustic response and prepulse inhibition test. (**B**) Three-chamber social approach test (Crawley version). (**C**) Elevated plus maze test. (**D**) Cued and contextual fear conditioning test. The number of mice analyzed is as follows: (**A**, **B**, and **D**) *n* = 18 for control-F_2_, *n* = 14 for ICSI-F_2_, and *n* = 16 for GS-F_2_ and (**C**) *n* = 17 for control-F_2_, *n* = 14 for ICSI-F_2_, and *n* = 17 for GS-F_2_. *P < 0.05, 1-way ANOVA (mouse type) or 2-way repeated measures ANOVA (mouse type, 2-way interaction [e.g., mouse type time interaction). CS, conditioned stimulus; UCS, unconditioned stimulus. See Supplemental Methods and Supplemental Tables 4 and 5 for details.

**Figure 4:**
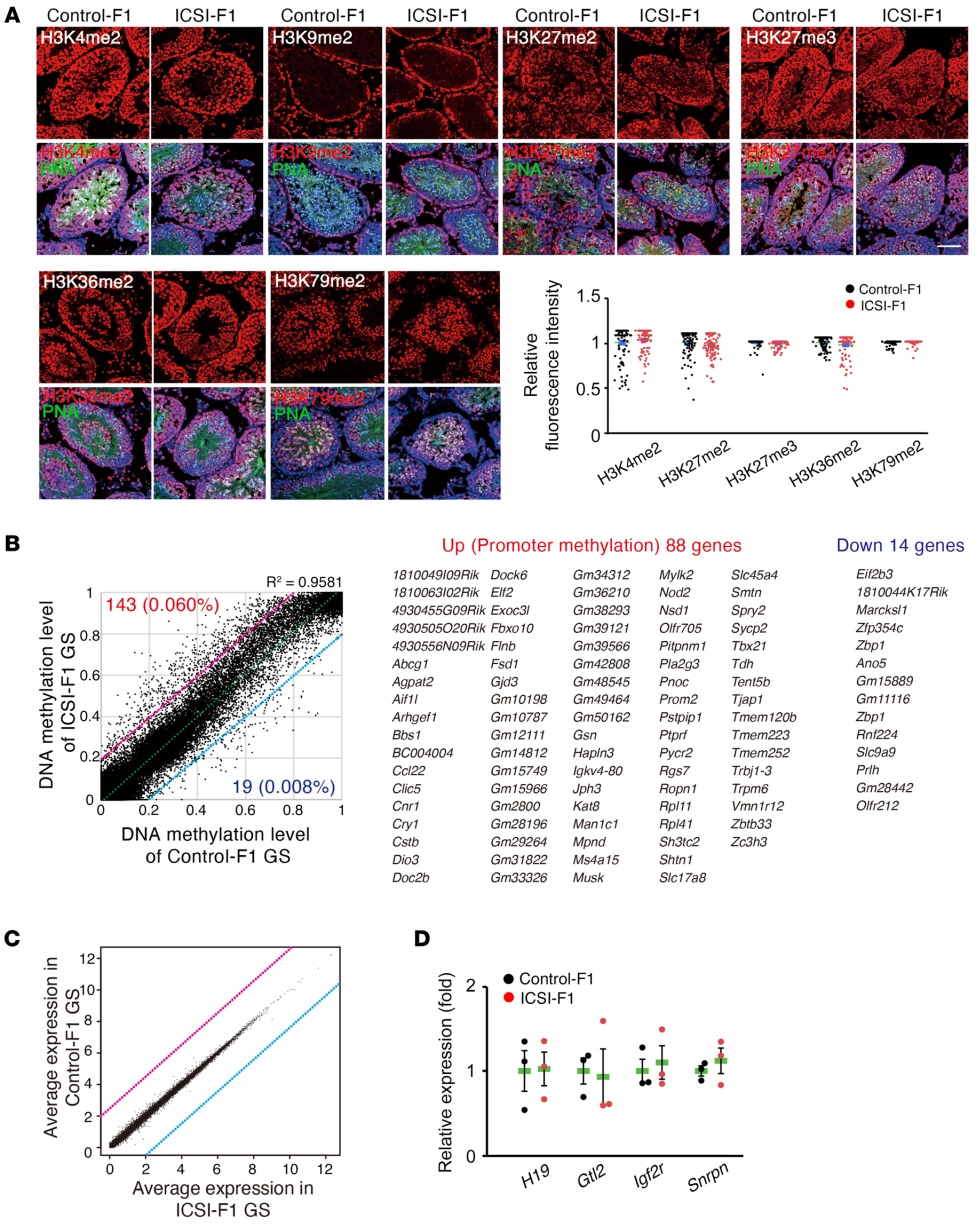
Analysis of spermatogenesis and GS cells derived from F_1_ mice. (**A**) Immunostaining of F_1_ testes using antibodies against H3K4me2, H3K9me2, H3K27me2, H3K27me3, H3K36me2, and H3K79me2. One hundred cells in 5 tubules of 3 mice were analyzed per group. Each antigen was assessed using a single antibody. Signal intensity in PNA^+^ cells was measured. H3K9me2 was omitted for quantification because PNA^+^ cells did not show H3K9me2 signals. Scale bar: 30 μm. (**B**) A scatter plot with a list of genes, showing correlation of the DNA methylation data at individual CpG sites in gene promoters (*n* = 4). Methylation statuses at 237,680 CpG sites were covered. The numbers of identified hypermethylated sites and hypomethylated sites in ICSI-F_1_ compared with control-F_1_ GS cells are shown in red and blue, respectively, along with the percentage of commonly covered sites. Red or blue lines indicate 20% increased methylation levels or 20% decreased methylation levels in ICSI-F_1_ GS cells, respectively. The dashed line indicates the linear regression line. Up, upregulation; Down, downregulation. (**C**) A scatter plot of gene expression by RNA-Seq (*n* = 4). (**D**) Real-time PCR analysis of F_1_ GS cells (*n* = 3). See Supplemental Tables 6 and 7 for details.

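The red and blue sites in the plot are those of Supplemental Table 2, and all 162 of them were found among the promoter sites analysed here. Their levels in each line in that table differed from the levels computed here by at most 4.96e-05 percentage points. All 162 passed the 20% rule used here, 155 had groups that did not overlap, and 143 had an unadjusted value under 0.05 in the logistic model. The rule used here also called 498 sites that the table does not list. The called sites lay in 363 genes, of which 255 had 1 called site, and 1 gene had sites in both directions. *Gm28196* on chromosome 2 had the most, with 22 hypermethylated sites from position 129947749 to 129948028. Over its promoter sites the level was 67.2% ± 24.2 (SD, n = 4) in control-F1 and 93.9% ± 2.76 (SD, n = 4) in ICSI-F1 lines (exact two-sided permutation test, p = 0.143). Control-F1 line 37 had 98.0% there, above every ICSI-F1 line, and control-F1 line 29 had 41.3%. In *4930505O20Rik* on chromosome 8, 18 of 26 sites were hypermethylated, and the promoter had 61.6% ± 20.8 and 86.6% ± 5.18 (exact two-sided permutation test, p = 0.0286, before adjustment for the choice of this promoter by its called sites). The promoter of *Gm29264* on chromosome 5 had 11 hypermethylated sites of 15 and levels of 30.1% ± 16.5 and 60.7% ± 25.7 (exact two-sided permutation test, p = 0.0857). Within library sets 1 and 2, the differences were 22.9 and 30.4 percentage points for *Gm28196*, 40.1 and 9.75 for *4930505O20Rik*, and 11.0 and 50.3 for *Gm29264*. The difference of *Gm29264* was 30.6 percentage points, and 18.2 without line 21. That of *4930505O20Rik* was 24.9 percentage points, and 16.4 without line 29. For *Gm28196* it was 26.6 percentage points, and 18.0 without line 29. *Vars* on chromosome 17 had as many called sites as *Gm29264*, all hypomethylated, among 59 sites. Its promoter had 21.3% ± 8.32 in control-F1 and 13.1% ± 5.44 in ICSI-F1 lines (exact two-sided permutation test, p = 0.171).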

# Supplementary material for: Intracytoplasmic sperm injection induces transgenerational abnormalities in mice
**Source:** J Clin Invest. 2023 Nov 15;133(22):e170140. doi: 10.1172/JCI170140
**Supplement:** Supplemental data

# Supplemental Figure 1

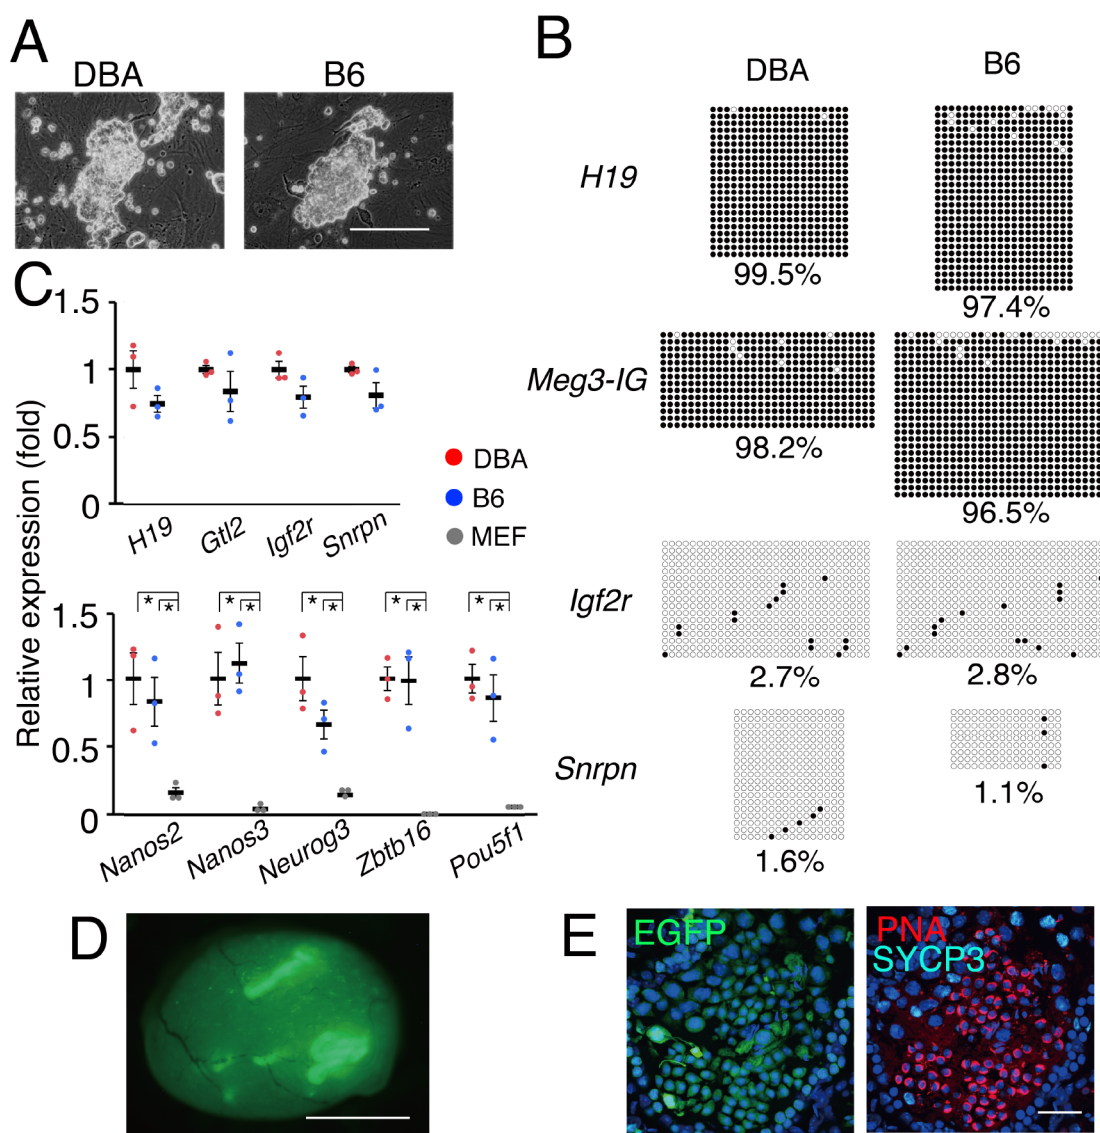

**Supplemental Figure 1. Characterization of donor GS cells.** (A) Appearance of GS cells. (B) Bisulfite sequencing of *H19*, *Meg3-IG*, *Igf2r* and *Snrpn* DMRs. (C) Real-time PCR analysis of imprinted genes and spermatogonia markers (n = 3). (D) Macroscopic appearance of W recipient testis. (E) Immunostaining of recipient testis by meiotic (SYCP3) and haploid cell (PNA) markers. Bar = 50  $\mu$ m (A), 2 mm (D), 30  $\mu$ m (E). Asterisk indicates statistical difference by 2-tailed Student's t-test ( $p < 0.05$ ).

**A**

|                                   | Control-F1                       |    |    |    |    |    |    |    |    |    |    |    |    |    |    | ICSI-F1                          |    |    |    |    |    |    |    |   |   |   |   |   |   |    | GS-F1                            |    |    |    |  |  |  |  |  |  |  |  |  |  |  |                            |
|-----------------------------------|----------------------------------|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----------------------------------|----|----|----|----|----|----|----|---|---|---|---|---|---|----|----------------------------------|----|----|----|--|--|--|--|--|--|--|--|--|--|--|----------------------------|
|                                   | 29                               | 30 | 31 | 32 | 33 | 35 | 37 | 38 | 41 | 44 | 45 | 11 | 12 | 13 | 14 | 16                               | 17 | 19 | 20 | 21 | 22 | 23 | 24 | 1 | 2 | 3 | 5 | 6 | 7 | 46 | 47                               | 48 | 53 | 56 |  |  |  |  |  |  |  |  |  |  |  |                            |
|                                   | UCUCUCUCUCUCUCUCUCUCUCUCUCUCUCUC |    |    |    |    |    |    |    |    |    |    |    |    |    |    | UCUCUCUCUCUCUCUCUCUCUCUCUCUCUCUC |    |    |    |    |    |    |    |   |   |   |   |   |   |    | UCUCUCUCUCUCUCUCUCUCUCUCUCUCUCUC |    |    |    |  |  |  |  |  |  |  |  |  |  |  |                            |
| <i>H19</i><br>( <i>PvuI</i> )     |                                  |    |    |    |    |    |    |    |    |    |    |    |    |    |    |                                  |    |    |    |    |    |    |    |   |   |   |   |   |   |    |                                  |    |    |    |  |  |  |  |  |  |  |  |  |  |  | 848 bp<br>513 bp<br>331 bp |
| <i>Meg3-IG</i><br>( <i>AciI</i> ) |                                  |    |    |    |    |    |    |    |    |    |    |    |    |    |    |                                  |    |    |    |    |    |    |    |   |   |   |   |   |   |    |                                  |    |    |    |  |  |  |  |  |  |  |  |  |  |  | 350 bp<br>180 bp<br>130 bp |
| <i>Igf2r</i><br>( <i>AciI</i> )   |                                  |    |    |    |    |    |    |    |    |    |    |    |    |    |    |                                  |    |    |    |    |    |    |    |   |   |   |   |   |   |    |                                  |    |    |    |  |  |  |  |  |  |  |  |  |  |  | 251 bp<br>131 bp<br>120 bp |
| <i>Snrpn</i><br>( <i>AciI</i> )   |                                  |    |    |    |    |    |    |    |    |    |    |    |    |    |    |                                  |    |    |    |    |    |    |    |   |   |   |   |   |   |    |                                  |    |    |    |  |  |  |  |  |  |  |  |  |  |  | 420 bp<br>212 bp<br>132 bp |

**B**

|                                   | Control-F2 (Young)               |   |    |    |    |    |    |    |    |    |    |    |   |   |   | ICSI-F2 (Young)                  |    |    |    |    |    |    |    |    |    |    |    |   |   |   | GS-F2 (Young)                    |    |    |  |  |  |  |  |  |  |  |  |  |  |  |                            |
|-----------------------------------|----------------------------------|---|----|----|----|----|----|----|----|----|----|----|---|---|---|----------------------------------|----|----|----|----|----|----|----|----|----|----|----|---|---|---|----------------------------------|----|----|--|--|--|--|--|--|--|--|--|--|--|--|----------------------------|
|                                   | 1                                | 9 | 10 | 14 | 19 | 20 | 22 | 24 | 27 | 30 | 32 | 34 | 2 | 6 | 7 | 12                               | 16 | 17 | 21 | 26 | 28 | 33 | 36 | 27 | 31 | 45 | 46 | 3 | 4 | 5 | 8                                | 11 | 13 |  |  |  |  |  |  |  |  |  |  |  |  |                            |
|                                   | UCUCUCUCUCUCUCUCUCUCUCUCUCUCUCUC |   |    |    |    |    |    |    |    |    |    |    |   |   |   | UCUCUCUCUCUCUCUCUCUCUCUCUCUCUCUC |    |    |    |    |    |    |    |    |    |    |    |   |   |   | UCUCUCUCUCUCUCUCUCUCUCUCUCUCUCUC |    |    |  |  |  |  |  |  |  |  |  |  |  |  |                            |
| <i>H19</i><br>( <i>PvuI</i> )     |                                  |   |    |    |    |    |    |    |    |    |    |    |   |   |   |                                  |    |    |    |    |    |    |    |    |    |    |    |   |   |   |                                  |    |    |  |  |  |  |  |  |  |  |  |  |  |  | 848 bp<br>513 bp<br>331 bp |
| <i>Meg3-IG</i><br>( <i>AciI</i> ) |                                  |   |    |    |    |    |    |    |    |    |    |    |   |   |   |                                  |    |    |    |    |    |    |    |    |    |    |    |   |   |   |                                  |    |    |  |  |  |  |  |  |  |  |  |  |  |  | 350 bp<br>180 bp<br>130 bp |
| <i>Igf2r</i><br>( <i>AciI</i> )   |                                  |   |    |    |    |    |    |    |    |    |    |    |   |   |   |                                  |    |    |    |    |    |    |    |    |    |    |    |   |   |   |                                  |    |    |  |  |  |  |  |  |  |  |  |  |  |  | 251 bp<br>131 bp<br>120 bp |
| <i>Snrpn</i><br>( <i>AciI</i> )   |                                  |   |    |    |    |    |    |    |    |    |    |    |   |   |   |                                  |    |    |    |    |    |    |    |    |    |    |    |   |   |   |                                  |    |    |  |  |  |  |  |  |  |  |  |  |  |  | 420 bp<br>212 bp<br>132 bp |

**C**

|                                   | Control-F3                       |   |   |   |   |   |   |   | ICSI-F3                          |    |    |    |    |    |    |    | GS-F3                            |    |    |    |    |    |    |    |                            |
|-----------------------------------|----------------------------------|---|---|---|---|---|---|---|----------------------------------|----|----|----|----|----|----|----|----------------------------------|----|----|----|----|----|----|----|----------------------------|
|                                   | 1                                | 2 | 3 | 4 | 5 | 6 | 7 | 8 | 9                                | 10 | 11 | 12 | 13 | 14 | 15 | 16 | 17                               | 18 | 19 | 20 | 21 | 22 | 23 | 24 |                            |
|                                   | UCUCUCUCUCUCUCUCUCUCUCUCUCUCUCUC |   |   |   |   |   |   |   | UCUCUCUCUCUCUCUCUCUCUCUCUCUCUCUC |    |    |    |    |    |    |    | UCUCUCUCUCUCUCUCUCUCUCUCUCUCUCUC |    |    |    |    |    |    |    |                            |
| <i>H19</i><br>( <i>PvuI</i> )     |                                  |   |   |   |   |   |   |   |                                  |    |    |    |    |    |    |    |                                  |    |    |    |    |    |    |    | 848 bp<br>513 bp<br>331 bp |
| <i>Meg3-IG</i><br>( <i>AciI</i> ) |                                  |   |   |   |   |   |   |   |                                  |    |    |    |    |    |    |    |                                  |    |    |    |    |    |    |    | 350 bp<br>180 bp<br>130 bp |
| <i>Igf2r</i><br>( <i>AciI</i> )   |                                  |   |   |   |   |   |   |   |                                  |    |    |    |    |    |    |    |                                  |    |    |    |    |    |    |    | 251 bp<br>131 bp<br>120 bp |
| <i>Snrpn</i><br>( <i>AciI</i> )   |                                  |   |   |   |   |   |   |   |                                  |    |    |    |    |    |    |    |                                  |    |    |    |    |    |    |    | 420 bp<br>212 bp<br>132 bp |

**D**

|                                   | Control-F1 |    |    |    | ICSI-F1 |  |  |  |                            |
|-----------------------------------|------------|----|----|----|---------|--|--|--|----------------------------|
|                                   | 29         | 37 | 11 | 17 |         |  |  |  |                            |
|                                   | UCUCUCUCUC |    |    |    |         |  |  |  |                            |
| <i>H19</i><br>( <i>PvuI</i> )     |            |    |    |    |         |  |  |  | 848 bp<br>513 bp<br>331 bp |
| <i>Meg3-IG</i><br>( <i>AciI</i> ) |            |    |    |    |         |  |  |  | 350 bp<br>180 bp<br>130 bp |
| <i>Igf2r</i><br>( <i>AciI</i> )   |            |    |    |    |         |  |  |  | 251 bp<br>131 bp<br>120 bp |
| <i>Snrpn</i><br>( <i>AciI</i> )   |            |    |    |    |         |  |  |  | 420 bp<br>212 bp<br>132 bp |

2

# Supplemental Figure 3

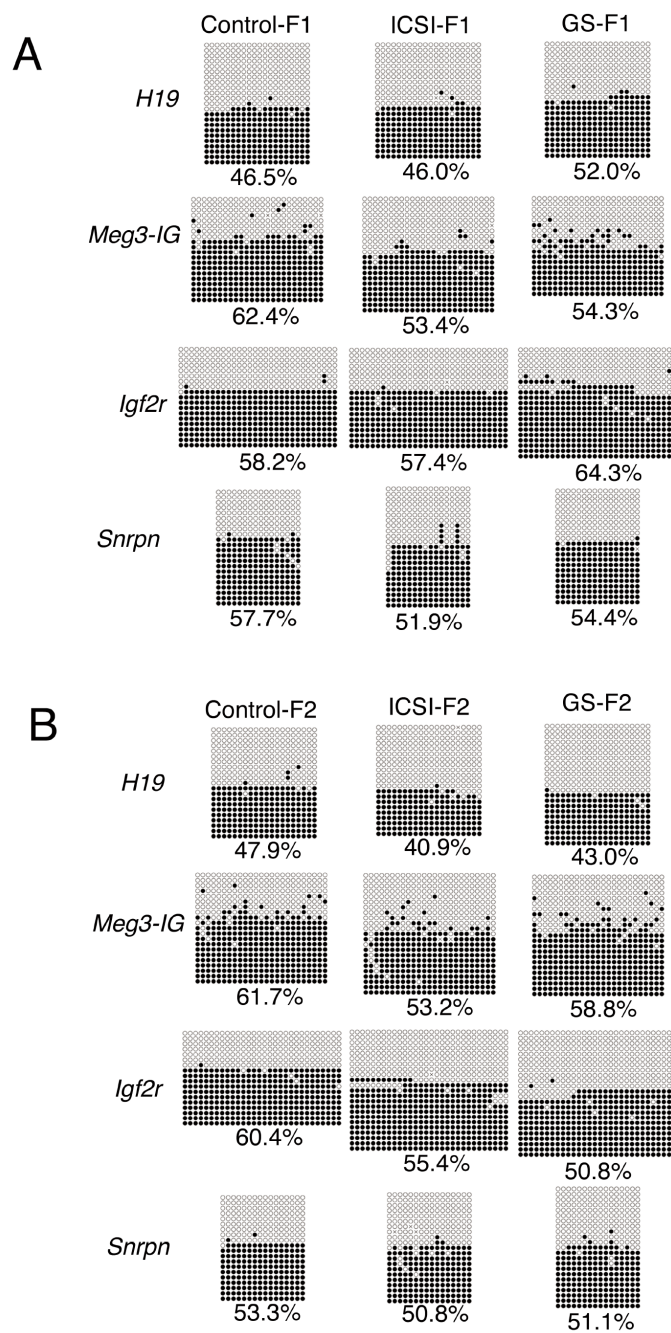

**Supplemental Figure 3 Bisulfite sequencing of tail DNA. (A) F1 offspring. (B) F2 offspring.**

# Supplemental Figure 4

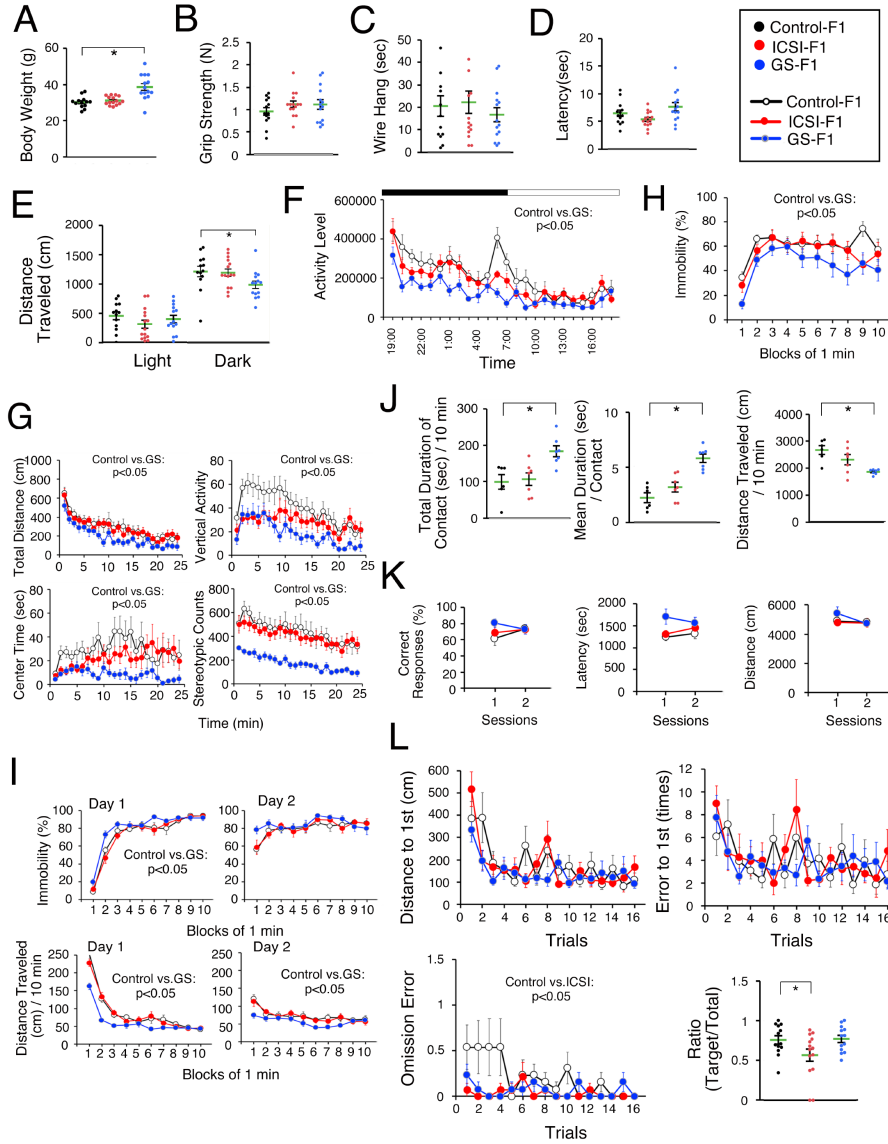

**Supplemental Figure 4. Behavior test battery of F1 mice.** (A) Body weight. (B) Grip strength test. (C) Wire hang test. (D) Hot plate test. (E) Light/dark transition test. (F) 24 h home cage monitoring. (G) Open field test. (H) Tail suspension test. (I) Porsolt forced swim test. (J) Social interaction test in a new environment. (K) T-maze test. (L) Barnes maze test. The number of mice analyzed: (A-E, G) n=13 for control; n=15 for ICSI-F1; n=14 for GS-F1. (F) n=5 for control; n=6 for ICSI-F1; n=6 for GS-F1. (H, L) n=13 for control; n=14 for ICSI-F1; n=13 for GS-F1. (I) n=13 for control; n=14 for ICSI-F1; n=14 for GS-F1. (J) n=6 for control; n=7 for ICSI-F1; n=7 for GS-F1. (K) n=13 for control; n=14 for ICSI-F1; n=14 for GS-F1. Asterisk indicates statistical difference by one-way ANOVA (mouse type) or two-way repeated measures ANOVA [mouse type, 2-way interaction (e. g. mouse type × time interaction)]( $p < 0.05$ ).

# Supplemental Figure 5

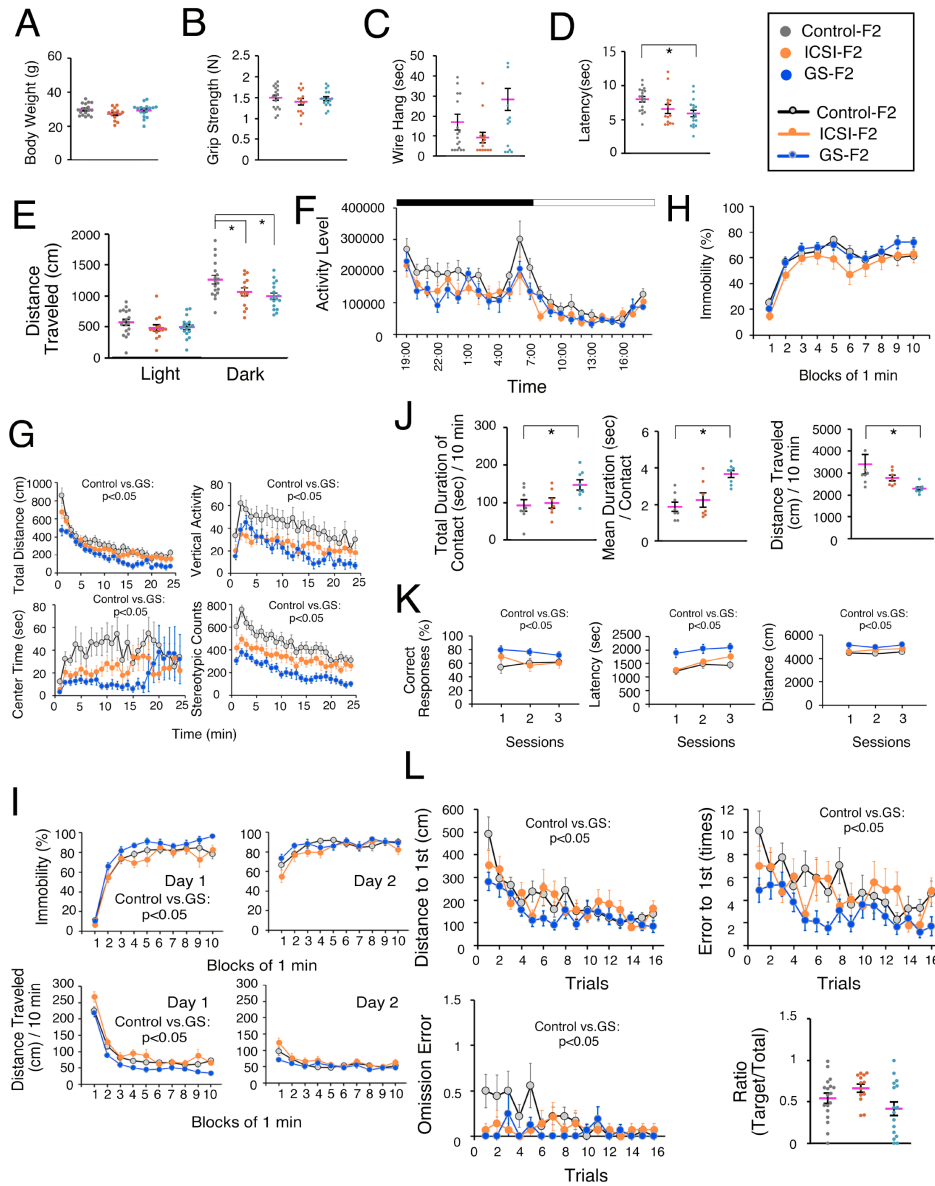

**Supplemental Figure 5. Behavior test battery of F2 mice.** (A) Body weight. (B) Grip strength test. (C) Wire hang test. (D) Hot plate test. (E) Light/dark transition test. (F) 24 h home cage monitoring. (G) Open field test. (H) Tail suspension test. (I) Porsolt forced swim test. (J) Social interaction test in a new environment. (K) T-maze test. (L) Barnes maze test. The number of mice analyzed: (A-E, G), n=18 for control-F2; n=14 for ICSI-F2; n=17 for GS-F2. (F, J) n=8 for control-F2; n=7 for ICSI-F2; n=8 for GS-F2. (H) n=17 for control-F2; n=13 for ICSI-F2; n=16 for GS-F2. (I) n=17 for control-F2; n=14 for ICSI-F2; n=16 for GS-F2. (K, L) n=18 for control-F2; n=13 for ICSI-F2 of ratio (target/total) and n=14 for others; n=16 for GS-F2. Asterisk indicates statistical difference by one-way ANOVA (mouse type) or two-way repeated measures ANOVA [mouse type, 2-way interaction (e. g. mouse type  $\times$  time interaction)] ( $p < 0.05$ ).

## Supplemental Figure 6

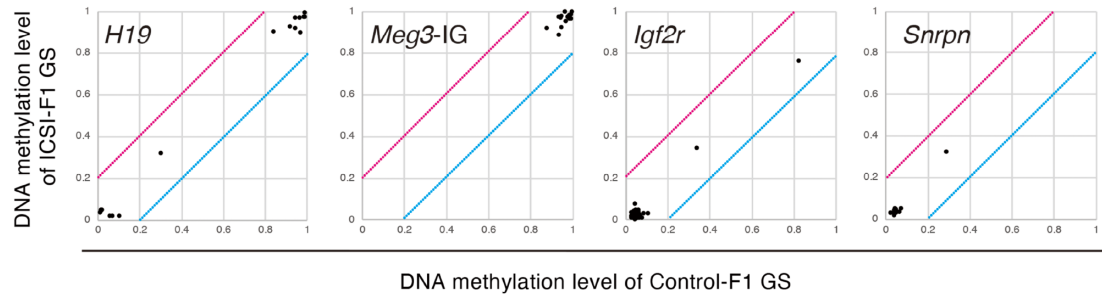

**Supplemental Figure 6. DNA methylation patterns in DMRs of imprinted genes.** Examples of sequence alignments for DMRs of *H19*, *Meg3-IG*, *Igf2r*, and *Snrpn* genes. Red or blue lines indicate 20% increased methylation levels (hypermethylation) or 20% decreased methylation levels (hypomethylation) in ICSI-F1 GS cells. Each dot indicates individual CpG.

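Promoter sites within 1 kb of the listed transcriptional start, upstream of it for *H19* and *Meg3*, were analysed here. These need not be the regions aligned in the figure. The *H19* promoter (ENSMUSG00000000031) had 13 sites between positions 142578165 and 142578865 of chromosome 7 in mm10, with a lowest scaled coverage of 14 reads. Averaged over these sites, the level was 40.3% ± 3.28 (SD, n = 4) in control-F1 and 40.0% ± 2.64 (SD, n = 4) in ICSI-F1 lines (exact two-sided permutation test, p = 0.857). Over the control-F1 lines, 5 of the sites had a mean level of 80% or more, 7 were under 20%, and 1 lay between. The *Meg3* promoter (ENSMUSG00000021268) had 17 sites between positions 109540168 and 109540964 of chromosome 12, with a lowest coverage of 10 reads. Its level was 20.1% ± 13.5 (SD, n = 4) in control-F1 and 18.1% ± 7.59 (SD, n = 4) in ICSI-F1 lines (exact two-sided permutation test, p = 0.8). Control-F1 line 37 alone reached 40.3% there, and the other control-F1 lines had 11.1% to 15.0%. The difference of −2.03 percentage points at this promoter was 4.68 without line 37. No site of these promoters passed the 20% rule, and the largest difference between the group means at a single site was 8.50 percentage points for *H19* and 12.3 for *Meg3*. Each promoter differed in sign between the library sets, with −2.48 percentage points in set 1 and 1.96 in set 2 for *H19*, and −8.35 and 4.29 for *Meg3*. The promoters of *Igf2r* and *Snrpn* were not analysed here.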

## Supplemental Figure 7

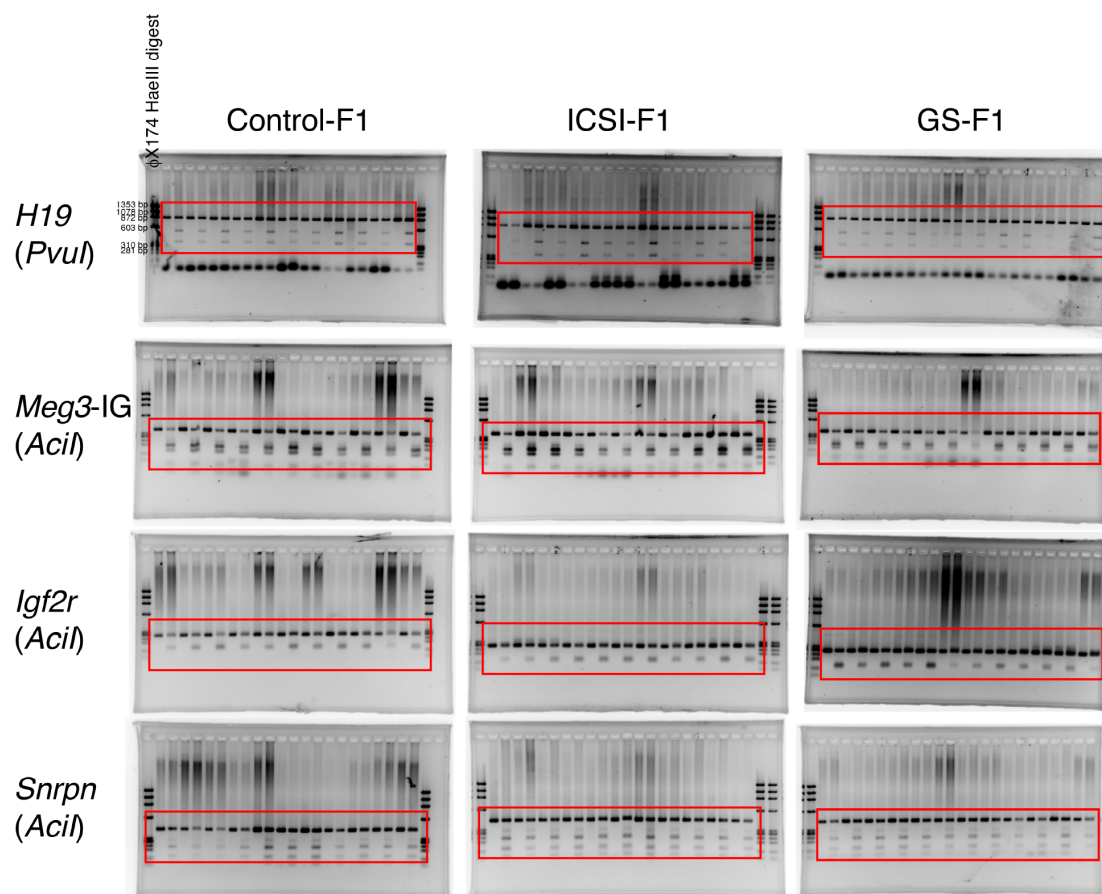

Uncropped gels for Supplemental Figure 2A

**Supplemental Figure 7. Uncropped gel images for Supplemental Figure 2A.** Red boxes delineate the cropped area of the gel shown in the indicated figure.

# Supplemental Figure 8

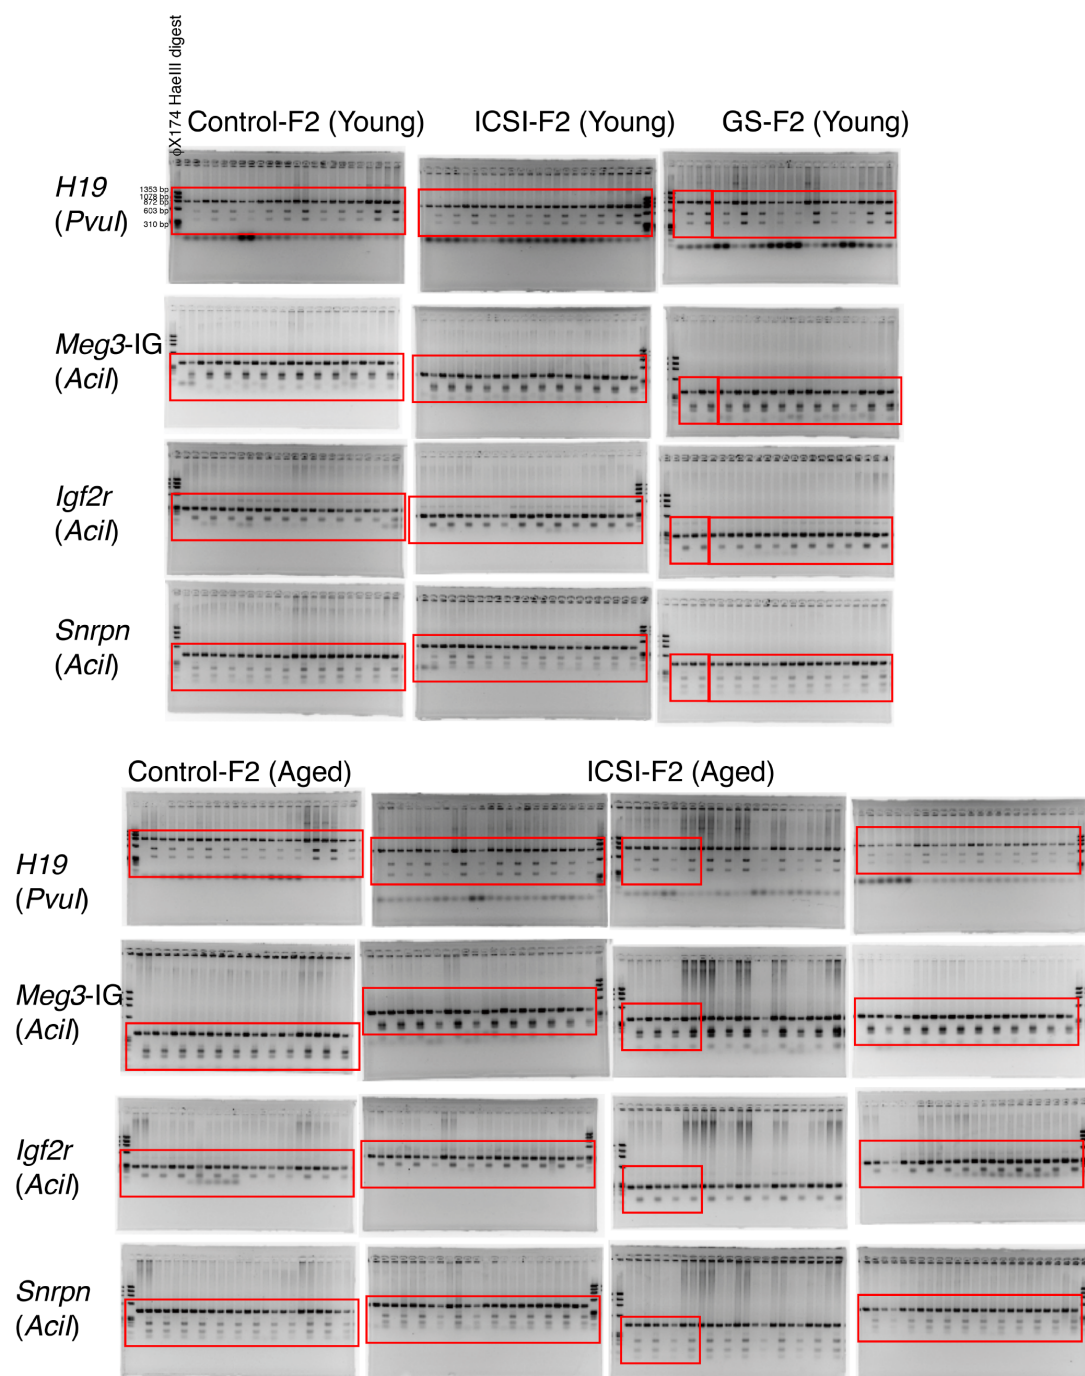

Uncropped gels for Supplemental Figure 2B

**Supplemental Figure 8. Uncropped gel images for Supplemental Figure 2B.** Red boxes delineate the cropped area of the gel shown in the indicated figure.

## Supplemental Figure 9

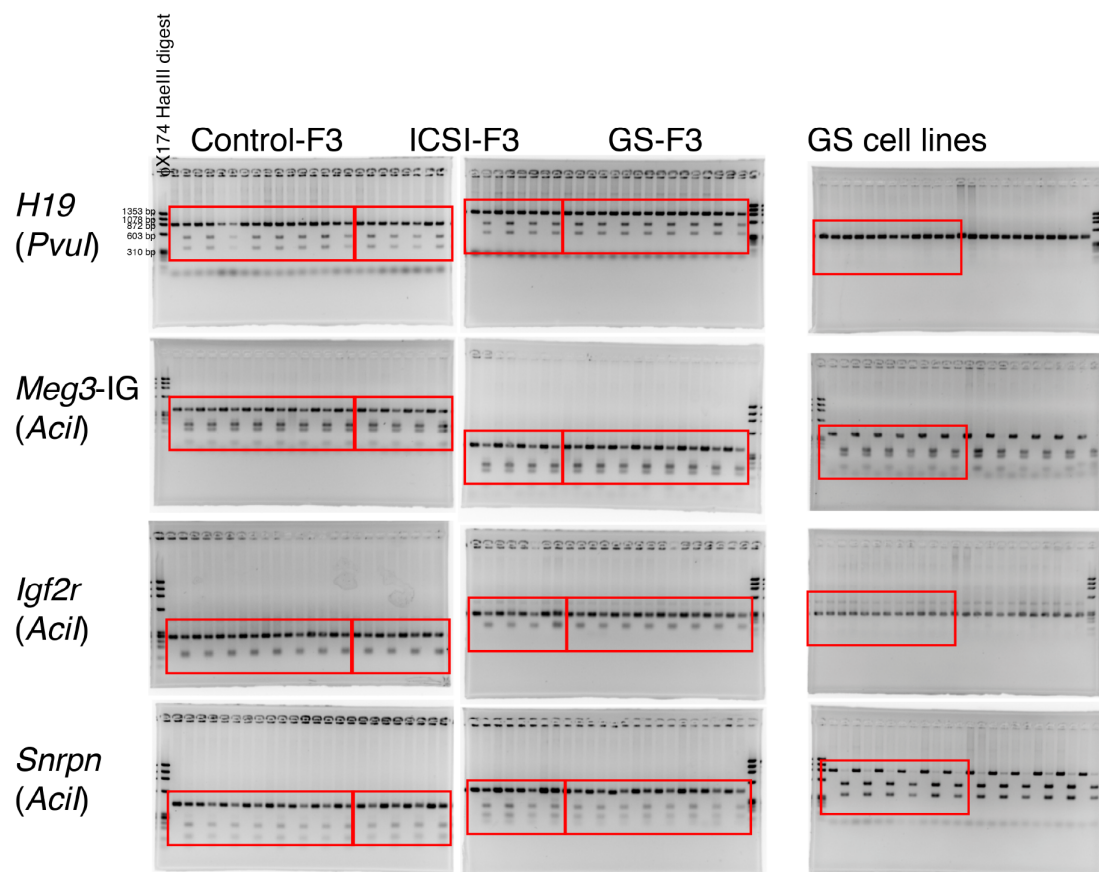

Uncropped gels for Supplemental Figure 2C and 2D

**Supplemental Figure 9. Uncropped gel images for Supplemental Figure 2C and D.** Red boxes delineate the cropped area of the gel shown in the indicated figures.

## **Supplemental methods**

### *Experimental design for behavioral experiments*

Behavioral analysis was carried out at the Institute for Comprehensive Medical Science, Fujita Health University (Join Usage/Research Center for Genes, Brain and Behavior accredited by Ministry of Education, Culture, Sports, Science and Technology, Japan), as previously described (1). For each type of mouse, we conducted the experiments in two batches (F1 and F2). The number of animals analyzed were 13 to 15 for F1 generation, whereas 14 to 18 animals were used for F2 generation. Composition of the offspring in each group is indicated in Supplemental Table 4. The mice in each group were regrouped at least one month prior to the start of testing, and group-housed in a room with a 12-h light, 12-h dark cycle (lights on at 7:00) with ad libitum access to food and water. Behavioral tests were performed between 09:00 and 18:00 using protocols identical to previous studies (1). The battery of tests started from mild to more severe studies, and was conducted in the following order: general health and neurological screening, light/dark transition test, open field test, elevated plus maze test, hot plate test, social interaction test in a novel environment, 3-chamber social approach test, startle response/PPI test, Porsolt forced swim test, T-maze test, Barnes maze test, tail suspension test, fear conditioning test, and social interaction test in home cage. To minimize carryover effects from previous test, each test was spaced at least one day apart. The order of trials for each test was counterbalanced between experimental groups. The age of the mice at the time of the experiment are shown in Supplemental Table 5.

### *Behavioral tests*

#### *General health and neurological screening*

At the beginning of behavioral test battery, physical characteristics and sensorimotor reflexes were evaluated to ensure the health status and neurological function. The neuromuscular function was assessed by grip strength and wire hang tests. A grip strength meter (O'Hara & Co., Tokyo, Japan) was used to measure forelimb grip strength. Each mouse was positioned to grasp a wire by the forelimbs and gently pulled backward by the tail. The measurements were performed three times, the greatest value obtained was analyzed. In the wire hang test, each mouse was placed on a wire mesh on the top of the apparatus (O'Hara & Co.), and the wire mesh was then slowly inverted. The Latency to fall

was recorded with a 60 sec cutoff time.

#### *Light/dark transition test*

The apparatus consisted of two equal-sized plastic chambers (20 × 20 cm; O'Hara & Co.), separated by a partition plate with a small opening. One chamber was brightly illuminated ( $390 \pm 20$  lx) and the other was dark ( $< 2$  lx). Each mouse was placed in the dark chamber and allowed to freely explore the apparatus for 10 min. Data recording and analysis were performed automatically using Image LD software.

#### *Open field test*

Locomotor activity was measured using an open field apparatus (40 × 40 × 30 cm; Accuscan Instruments, Columbus, OH). The center of the field was illuminated at  $100 \pm 5$  lx. A mouse was placed in the corner of the apparatus and the data were recorded by the VersaMax system for 120 min.

#### *Elevated plus maze test*

The apparatus consisted of two open arms (25 × 5 cm; O'Hara & Co.) crossing two enclosed arms of identical size with 15-cm high transparent walls. The maze was elevated 50 cm above the floor and illuminated at 100 lx at the central square (5 × 5 cm). Each mouse was placed at the center of the maze facing one of the closed arms. The behavior was recorded for 10 min, and the analysis were performed automatically using Image EP software.

#### *Hot plate test*

Each mouse was placed on a 55°C hot plate (Columbus Instruments, Columbus, OH). The latency to escape from thermal stimulation was recorded with a 15-s cut-off time.

#### *Social interaction test in a novel environment*

Two mice of the same experimental group that had been reared in different cages were placed together in a field (40 × 40 × 30 cm; O'Hara & Co.) and allowed to explore freely for 10 min. Data recording and analysis were performed automatically using Image SI software.

### *3-chamber social approach test*

The experimental apparatus consisted of a rectangular box separated into three equal-sized chambers (20 × 40 cm; O'Hara & Co.) by transparent plates with small openings (5 × 3 cm). One wire cylinder-shaped cage was placed at each corner of left and right chambers. The subject mice were first allowed to freely explore the chambers for 10 min as a habituation period. In sociability test, a stranger mouse (stranger 1) was placed in the wire cage on either side, and the position was systematically alternated between trials. In social preference test, a second stranger mouse (stranger 2) was placed in the wire cage in the opposite side chamber. For both tests, the subject mouse was allowed to freely explore the chambers for 10 min. The number of contacts and the amount of time spent with strangers 1 and 2 were automatically recorded and analyzed using Image CSI.

### *Startle response/PPI test*

Each mouse was placed in a cylinder chamber mounted on a movement sensor in a sound-attenuated box (O'Hara & Co.) and left undisturbed for 10 min. A test session was composed of 6 different trial types: two startle stimulus-only trials (110 or 120 dB) and four types of PPI trials (74-110, 78-110, 74-120 or 78-120 dB). Six blocks of the six trial types were presented in a pseudorandom order within each block. The peak startle amplitude was used for analysis. The PPI (%) was calculated for each trial type according to the following equation:  $[1 - (\text{startle amplitude in a PPI trial}) / (\text{startle amplitude in a startle stimulus-only trial})] \times 100$ .

### *Porsolt forced swim test*

The apparatus consisted of a Plexiglas cylinder (22 cm in height and 12 cm diameter; O'Hara & Co.) filled with water (room temperature) up to a height of 7.5 cm. Each mouse was placed in the cylinder, and images were captured for 10 min and automatically analyzed using Image TS software.

### *T-maze test*

The modified T-maze apparatus was constructed of white plastic runways with walls 25-cm high partitioned into 6 areas, the stem of the "T" (starting compartment), a

straight runway, the left and right arms, and passageways from each arm to the stem of the “T” (O’Hara & Co.). One session consisted of 10 trials with a 50-min cutoff time and each trial had one forced run followed by one free run. On the forced run, the mouse was forced to proceed in one direction. After returning to the starting compartment, the mouse was allowed to choose to enter the left or right arm. If the mouse chose the opposite direction from the previous forced run, it was counted as a correct response. Data acquisition and analysis were performed automatically by Image TM.

#### *Barnes maze test*

The Barnes maze test was conducted on a white circular open field (1 m in diameter) with 12 holes equally spaced around the margin, and elevated 81.5 cm from the floor (O’Hara & Co.). A black plastic box (17 × 13 × 7 cm) was positioned under one of the holes (the target hole). The center of apparatus was illuminated at 800 lx or more. In a training session, the mice were placed in the center of the field and freely explore the field with a 5-min cutoff time. Each trial was completed when the mice entered the black plastic box under the target hole. A training trial was conducted over 2 weeks until 16 trials. Probe tests were conducted for 3 min without the black plastic box one day or one month after the final training trial. Data recording and analysis were performed automatically by Image BM software.

#### *Tail suspension test*

Mice were suspended 30 cm above the floor by adhesive tape placed approximately 1 cm from the base of the tail. The behavior during suspension was recorded for 10 min using Image TS software.

#### *Fear conditioning test*

In the conditioning session, mice were placed in an acrylic chamber (26 × 34 × 33 cm, O’Hara & Co.). The conditioned acoustic stimulus (CS, 55 dB) was presented for 30 s at three times (2, 4, and 6 min after the start), and a mild electric foot shock (2 s, 0.3 mA) was served at the end of each CS as the unconditional stimulus (UCS). One day or one month after the conditioning session, contextual fear was measured in the same chamber for 5 min. After the context test, cued fear was measured for 6 min in a white

opaque triangular box ( $33 \times 33 \times 33$  cm). Mice were placed in the chamber for 3 min with neither CS nor UCS presented, and the CS (55 dB) was presented for the last 3 min. Data acquisition, control of stimuli (i.e., tones and shocks), and data analysis were conducted automatically using Image FZ software.

#### *Social interaction test in home cage*

The 24 h monitoring system for analyzing locomotor activity and social interaction under familiar conditions consisted of a standard home cage ( $29 \times 19 \times 13$  cm), a filtered cage top and an infrared video camera (O'Hara & Co.). Two mice of the same experimental group that had been housed separately were placed together in the home cage for one continuous week. Data acquisition and analysis were conducted using Image HA software.

#### *Image analysis of behavioral test*

The applications used for the behavioral tests (Image LD, Image EP, Image SI, Image CSI, Image TS, Image TM, Image BM, Image FZ, and Image HA) were based on ImageJ (<https://imagej.nih.gov/ij/>) and modified for each test by Tsuyoshi Miyakawa (available through O'Hara & Co.).

#### *Immunostaining*

Testis or placenta samples were fixed in 4% paraformaldehyde for 2 h at 4°C, embedded in Tissue-Tek OCT compound (Sakura Finetek, Tokyo, Japan) for cryosectioning. Sections of 8  $\mu$ m thickness were made. To block non-specific antibodies, sections were treated with 3% bovine serum albumin and 10% goat or donkey serum in phosphate-buffered saline supplemented with 0.1% Tween 20 (PBST) for 1 h at room temperature. The sections were then incubated with indicated antibodies (Supplemental Table 6). Rhodamine-labeled PNA (RL-1072; Vector Laboratories, Burlingame, CA) was used to detect the acrosome. Hoechst 33342 (Sigma, St. Louis, MO) was used for counterstaining.

To quantify histone modification, immunofluorescent images were acquired by Olympus FV3000 confocal laser microscope (Olympus, Tokyo, Japan). The fluorescence intensity in individual PNA-positive cells was quantified as the average pixel value within a nucleus using the Fiji software (2). The mean of control-F1 was set as 1, and the intensity of the ICSI-F1 was calculated as a relative value.

### *COBRA*

Genomic DNA was treated with sodium bisulfite, which deaminates unmethylated cytosines to uracils but does not affect 5-methylated cytosines. The DNA was used as a template to amplify differentially methylated regions using specific primers (Supplemental Table 7). The PCR product was digested with the indicated restriction enzymes, which recognize DNA sequences containing CpG in the original unconverted DNA. See complete unedited gels in Supplemental Figure 7-9.

### *Bisulfite sequencing*

DNA methylation analysis was performed as described previously using specific primers (Supplemental Table 7) (3). Bisulfite-treated DNA was amplified by PCR using specific primer sets, and the amplified PCR products were purified using FastGene Gel/PCR Extraction kit (NIPPON Genetics, Tokyo, Japan) according to the manufacturer's protocols. DNA methylation analyses were performed using the Quantification Tool for Methylation Analysis (QUMA) ([http://quma.cdb.riken.jp/top/quma\\_main\\_j.html](http://quma.cdb.riken.jp/top/quma_main_j.html))).

### *RRBS*

Genomic DNA was extracted from GS cells using the DNeasy Blood and Tissue Kit (Quiagen, Valencia, CA). Genomic DNA libraries were generated using a Zymo-Seq RRBS Library Kit (Zymo Research; Orange, CA). 300ng of genomic DNA were digested with MspI and ligated to RRBS-adaptors. Bisulfite treatment of the fragments was done using the EZ DNA Methylation–Lightning kit. The bisulfite converted DNA fragments were amplified by PCR using index primers. The amplification condition was 94°C for 30 s; 94°C for 30 s, 55°C 30 s, 68°C 60 s, apply for 12 cycles; 68°C 5 min. Sequencing was performed using NovaSeq6000 (Illumina, San Diego, CA) with a paired-read sequencing length of 150 bp. The numbers of reads of Control\_F1\_C\_29, Control\_F1\_C\_37, Control\_F1\_C\_44, Control\_F1\_C\_45, ICSI\_F1\_M1\_11, ICSI\_F1\_M1\_17, ICSI\_F1\_M1\_20, and ICSI\_F1\_M1\_21 were 68,087,100, 63,728,322, 81,362,378, 92,937,406, 65,444,610, 66,436,082, 81,894,858, and 92,414,788, respectively.

To calculate DNA methylation levels in GS cells, sequenced reads were analyzed with the following software. The quality of the raw sequence reads was assessed with FastQC

(Version 0.11.7; <https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>). Low quality (< 20) bases and adapter sequences were trimmed by TrimGalore (Version 0.5.0) with "-q 20 --phred33 --rrbs --paired --non\_directional" options. The trimmed reads were aligned to the mm10 mouse reference genome using Bismark (Version 0.20.0) with the "--non\_directional" option. The Bismark-resultant .sam files were converted into .bam files with Samtools (Version 1.9).

Methylated positions were called using the processBismarkAin of methylKit (Version 1.10.0). The number of methylated Cs in 1000 bases of non-overlapping windows across the whole genome was estimated by the tileMethylCounts function from the methylKit package. Normalization was performed using the normalizeCoverage function in methylKit. 

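The normalizeCoverage function multiplies the methylated and unmethylated read numbers of each sample by a factor that brings their typical coverage to a common level, and leaves the methylation level unchanged up to rounding. The factors could be read from the gaps between the coverage values of each line. They were 1.43, 1.88, 1.11 and 1 for control-F1 lines 29, 37, 44 and 45, and 1.5, 1.33, 1.15 and 1 for ICSI-F1 lines 11, 17, 20 and 21. After scaling, the median coverage of a site was 77 to 89 reads in control-F1 and 80 to 84 reads in ICSI-F1 lines. Line 37, with the largest factor, had the fewest reads behind its values. The search for the factors assumed a lowest coverage of 10 reads before scaling, and a factor that met this was found for every line. Lines 45 and 21, with a factor of 1, showed a lowest coverage of 10 directly. In the other lines a minimum of 10 unscaled reads is part of the assumption. This does not show at which step that minimum was applied.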

Bases having below 10 read coverage and bases with more than 99.9th percentile of coverage in each sample (likely PCR artifacts with abnormally high coverage) were removed by the filterByCoverage function of methylKit. All the samples were then merged by using the unite function in methylKit with the destrand = FALSE option. Cytosines/Regions with a methylation change larger than 20% between the groups were considered as significantly differentially methylated cytosines/regions. However, those with reversed DNA methylation changes in any one of the samples were excluded.

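A difference in group means can rest on 1 line, and this exclusion removes sites at which a line moves against its group. Before any exclusion, 693 sites had higher and 137 sites lower levels in ICSI-F1 lines by more than 20 percentage points. The rule leaves open what a reversed line is compared with. In the reading used here each ICSI-F1 line is compared with the mean of the control-F1 lines, and control-F1 lines are not checked. Checking each control-F1 line against the mean of the ICSI-F1 lines instead gave 560 sites in place of 660. When every ICSI-F1 line had to lie beyond every control-F1 line, 137 hypermethylated sites in 87 genes and 18 hypomethylated sites in 12 genes were left.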

The genomic coordinates of CpG islands were downloaded from UCSC (mm10, table:cpgIslandExt). Promoters were defined as genomic regions encompassing 1 kb upstream of the transcriptional start site. 

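The sites analysed here lay 1 to 999 bp upstream or, as at *Prlh* (946 bp), downstream of the listed start of their gene. CpG islands held 156142 of them, regions outside islands, shores and shelves 23986, shores 22015 and shelves 1502, and 2393 sites were on the X chromosome and 87 on the Y chromosome. The reference sequence of mm10 had a CpG at 203644 of the positions, and joining the strands gave 122906 CpGs. At 179293 sites the mean level over all 8 lines was under 10%, and at 5416 sites it was 80% or more. Sites past the 20% rule were most frequent outside islands, shores and shelves, with 415 sites or 17.3 per 1000, and least frequent in islands, with 85 sites or 0.544 per 1000.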

The genomic coordinates of transcriptional start sites were downloaded from Ensembl (Mus\_musculus.GRCm38.87.processed.gtf). GO analysis was performed using ShinyGO 0.77 tool (<http://bioinformatics.sdstate.edu/go/>).

### *Gene expression analysis*

Total RNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA). For GS cell cultures, cells were incubated on gelatin-coated plates for 2 h to remove embryonic fibroblasts before sample collection. First-strand cDNA was produced using a Verso cDNA Synthesis Kit for reverse transcription-PCR (RT-PCR) (Thermo Fisher Scientific, Waltham, MA). For real-time PCR, the Fast SYBR Green Master Mix (Thermo Fisher Scientific) was used according to the manufacturers' protocols. Transcript levels were normalized to those of *Hprt*. PCR conditions were as follows: 95°C for 10 min, followed by 40 cycles at 95°C

for 15 s and 60°C for 1 min.

For RNA sequencing, total RNA was isolated using an RNeasy Mini Kit (Qiagen, Valencia, CA). RNA integrity was assessed with Bioanalyzer or TapeStation (Agilent Technologies, Santa Clara, CA). The sequencing libraries were generated from 100 ng total RNA using a TruSeq stranded mRNA sample prep kit (Illumina) according to the manufacturer's instructions. Fifteen cycles of PCR were performed for library preparation. Sequencing was performed on an Illumina NextSeq550/500 with a single read sequencing length of 76 bp. The fastq files were generated using bcl2fastq-2.20. The number of reads of Control\_F1\_C29, Control\_F1\_C37, Control\_F1\_C44, Control\_F1\_C45, ICSI\_F1\_M1\_11, ICSI\_F1\_M1\_17, ICSI\_F1\_M1\_20, and ICSI\_F1\_M1\_21 were 32,252,603, 33,400,287, 43,796,577, 56,729,221, 34,121,642, 34,908,307, 41,894,594, and 44,242,607, respectively. Adapter sequences and low-quality bases were trimmed from the raw reads using cutadapt v3.4 (4). The trimmed reads were mapped to the mm10 mouse reference using STAR ver 2.7.9a with the GENCODE M25 gtf file (5-7). The raw counts were calculated using htseq-count v. 0.13.5 with the GENCODE gtf file. DEGs were identified with fold changes and FDR determined with DESeq2 v1.30.1 (8). Gene expression levels were calculated as Transcripts Per Kilobase Million (TPM) values.

### Supplemental references

1. Shoji H, Miyakawa T. Age-related behavioral changes from young to old age in male mice of a C57BL/6J strain maintained under a genetic stability program. *Neuropsychopharmacol Rep.* 2019;39(2):100-118.
2. Schindelin J, et al. Fiji: an open-source platform for biological-image analysis. *Nat Methods.* 2012;9(7):676-682.
3. Kanatsu-Shinohara M, et al. Adeno-associated-virus-mediated gene delivery to ovaries restores fertility in congenital infertile mice. *Cell Rep Med.* 2022;3(5):100606.
4. Martin M. Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet journal.* 2011;17(1):10-12.
5. Dobin A, et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics.* 2013;29(1):15-21.
6. Anders S, Pyl PT, Huber W. HTSeq-a Python framework to work with high-throughput sequencing data. *Bioinformatics.* 2015;31(2):166-169.

7. Frankish A, et al. GENCODE reference annotation for the human and mouse genomes. *Nucleic Acids Res.* 2019;47(D1):D766-D773.
8. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 2014;15(12):550.

How the deposited data were processed for this re-analysis (not part of the article)

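Reduced representation bisulfite sequencing of GS cells was analysed in 8 lines, 4 derived from control-F1 mice (29, 37, 44 and 45) and 4 from ICSI-F1 mice (11, 17, 20 and 21), with 1 library per line. According to the supplemental methods, the authors sequenced paired reads of 150 bp, trimmed them with TrimGalore 0.5.0, aligned them to mm10 with Bismark 0.20.0, converted the alignments with Samtools 1.9 and called methylated positions with methylKit 1.10.0. They scaled the coverage between samples and removed sites with fewer than 10 reads or above the 99.9th percentile of coverage in a sample. All samples were then united without merging the strands. Promoters were the 1 kb upstream of start sites of Ensembl release 87. The values deposited by the authors, for each promoter cytosine and line, were the coverage and the numbers of methylated and unmethylated reads after this scaling, rounded to whole numbers, so they were treated as a normalized score and not as raw counts. The test set before the data were examined assumed read numbers in which the estimated dispersion absorbs the scaling, and it was kept for these scores. The scaling was undone in an alternative, from factors read from the gaps between values, which recovered 99.9% to 100% of the values of each line.

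The methylation level was methylated reads divided by methylated plus unmethylated reads, in percent. Differences are ICSI-F1 minus control-F1 in percentage points. The counts of hypermethylated and hypomethylated sites used the 20% rule of the supplemental methods, with a site excluded when a line of the ICSI-F1 group lay on the other side of the control-F1 mean. The per-site test was a quasi-binomial logistic model of methylated and unmethylated reads on group, with dispersion from the Pearson statistic on 6 residual degrees of freedom and not below 1, an F test, and Benjamini-Hochberg adjustment at a false discovery rate of 0.05. The median dispersion was 2.96. The mean level over all sites, over imprinted gene promoters and over each imprinted promoter was compared by an exact two-sided permutation test of the 8 lines. Imprinted genes (75, of which 27 classed as methylated on the maternal allele) and germ cell genes (30) were listed by hand from general knowledge before the data were examined. The class was not checked against the positions of the sites. Of the germ cell genes, 13 had 173 sites, with a mean level of 7.67% ± 1.10 (SD, n = 4) in control-F1 and 6.72% ± 2.10 (SD, n = 4) in ICSI-F1 lines (exact two-sided permutation test, p = 0.457).

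Genes and sites named in the text were chosen by a rule set before the data were examined. It took *H19*, *Meg3*, *Igf2r* and *Snrpn*, every listed imprinted gene with a site past the 20% rule, the 5 hypermethylated and 3 hypomethylated sites with the largest difference, the 3 promoters with the most sites past the rule, and up to 5 sites with the smallest p-value at the false discovery rate, of which there were 0. *Kcnk9*, *Vars* and the genes classed as methylated on the maternal allele were named after their values were seen. Gene assignments and identifiers are those of the deposited table, and the features at named sites come from GENCODE M21.

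The lines were sequenced in 2 library sets, inferred from the read numbers in the supplemental methods and from differences in how the samples were described, with 2 lines of each group in each set. Values are therefore also given within each set. Alternatives for each result, whose effects are given in the closing section, changed the group mean, the exclusion of reversed sites, the threshold, the coverage minimum, the treatment of strands, the chromosomes, the test and the lines. Coverage minimums of 20 and 30 reads were applied to the scaled reads. The logistic model with and without the library set or moderated dispersion, limma and the 20% rule were tested on simulated data with 203645 sites, of which 200 were raised by 20, 30, 40 or 60 percentage points (50 sites each). The logistic model gave p under 0.05 at 5.18% of unchanged sites and recovered 0% of changed sites at a false discovery rate of 0.05, with or without the library set as a covariate. With dispersion moderated across sites by limma, it gave 104 calls, of which 2 were unchanged sites, and recovered 2%, 42%, 68% and 92% of the sites raised by 20, 30, 40 and 60 percentage points, with p under 0.05 at 8.13% of unchanged sites. The limma test on log2 ratios with 1 added to each read number recovered 70% of the sites raised by 60 percentage points and 0% of the others. The 20% rule called 608 unchanged sites. Fisher's exact test and the versions with the scaling undone, halved reads or merged strands were not run on simulated data. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, pyfaidx 0.9.0.4, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1. Sites outside promoters, tiled regions, gene ontology, COBRA, RNA sequencing and real-time PCR were not analysed here, apart from the paper's expression values of listed genes in the closing section.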

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

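The tests of the values of single lines, the count among splits balanced over the library sets and the simulations were chosen only after the results were seen. Among 38 groups of 4 lines compared, 3 had 1 line far from the others by Dixon's criterion, where chance gives 1.9.

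At the *Meg3* promoter, control-F1 line 37 had a mean level of 40.3%, and the other control-F1 lines had 11.1%, 14.1% and 15.0%. Line 37 had the lowest median coverage of the 8 lines. Its lowest coverage at this promoter was 47 (median 73). At the 8 sites of this promoter with at least 30 reads in every line, line 37 had 39.9% and the highest of the other control-F1 lines 8.63%. This filter removed no site because of line 37, so it could not test the low depth of that line. Somatic DNA from feeder cells in line 37 would raise germ cell gene promoters as well, and its level there was 8.00%, within the 6.04% to 8.36% of the other control-F1 lines. Feeder cells themselves were not measured, so their DNA cannot be told apart from other explanations. A difference between mice or in culture, which the design does not separate from the line itself, remains open and was not tested.

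At position 122390927, upstream of *1700063H04Rik*, control-F1 line 29 had a level of 42.6%, and the others had 0%, 6.06% and 7.14%. The coverage of line 29 was 54 scaled reads. On the other strand of the same CpG, line 29 had 65.2% and the highest of the other control-F1 lines 32%, which argues against counting noise. A difference between mice or in culture remains open and was not tested.

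Over the germ cell gene promoters, control-F1 line 29 had a mean level of 6.04%, and the others had 8.00%, 8.36% and 8.27%. Lower levels in library set 1 are a candidate explanation, since the set has lower levels over all sites. The highest line of set 1 had 8.00% and the lowest line of set 2 had 7.06%, so the sets overlapped, and an effect of the set and a difference of this line cannot be told apart with 2 control-F1 lines per set. No biological explanation was tested.

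Outside the sites of Supplemental Table 2, 498 promoter sites passed the 20% rule as read here, out of 660 in all. The spread between lines alone is a candidate explanation for the number of sites. The 8 lines were split into 4 and 4 in 35 ways, each counted against either group mean, and the larger count was kept. For the real split these counts were 660 and, with control-F1 lines checked against the ICSI-F1 mean, 560. Of the 35 splits, 14 gave as many sites as the real split, and the split by library set gave 2647. Within library set 1 alone, the groups differed at 1773 hypermethylated and 429 hypomethylated sites, and within set 2 alone at 855 and 538. Only 1 of the 18 splits with 2 lines of each library set in each group, the real one, gave as many, and the next gave 601. With 18 splits the share cannot fall under 0.05, so chance and a group difference cannot be told apart by this count. Simulations of 8 lines without a group difference gave 599 to 694 sites. They exceeded the median of 380 over the balanced splits and so overstate the number by chance, and decide nothing. When the groups had to be fully separated, 11 of the 35 splits gave as many sites as the real 155, and the split by library set gave 1552. Among the 18 balanced splits only the real one did, and the next gave 152. A difference between ICSI-F1 and control-F1 GS cells remains open.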

How the results depend on the processing

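Of the alternatives reported here, the rule with 15 of 16 line comparisons and the halved reads were chosen only after the results were seen.

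The counts of 557 hypermethylated and 103 hypomethylated sites became 884 and 95 with the reads of a group pooled, 368 and 51 with the lines paired in table order, 137 and 18 with the groups fully separated, and 693 and 137 without exclusion of reversed sites. They were 1009 and 252 at a threshold of 15%, 300 and 53 at 25%, 423 and 79 with at least 20 reads in every line, 316 and 57 with at least 30 reads, 308 and 71 with the strands merged, and 554 and 88 on the autosomes. Library set 1 alone gave 1773 and 429, and set 2 alone 855 and 538. With every ICSI-F1 line beyond every control-F1 line except that lines 21 and 44 were not compared, 15 of 16 comparisons, they were 143 and 19. Across the 8 fits that each left out 1 line, they ranged from 408 (without line 37) to 1109 (without line 44) and from 112 (without line 11) to 188 (without line 37). Hypermethylated sites also rose by more than 1.5 times without line 45 (977) or 11 (952), and hypomethylated sites without line 29 (178), 45 (165), 20 (155) or 21 (174). A stricter or looser threshold or exclusion changes the count by construction, and for the other settings the cause was not tested. In all of these settings hypermethylated sites outnumbered hypomethylated sites, by 1.59 times in library set 2 alone to 9.40 times without line 44.

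The logistic model gave 0 sites at a false discovery rate of 0.05 with every alternative except Fisher's exact test on pooled reads. That test gave 30428 sites, 11880 higher and 18548 lower, because it ignores the spread between lines. The others were moderated dispersion, limma on log2 ratios, the scaling undone, also with reads halved, the library set as a covariate, at least 20 reads, a difference over 20%, merged strands and each line left out. They gave 6701 (merged strands) to 21377 (library set) sites at an unadjusted p under 0.05. The simulations showed that the model as set, and with the library set, has no power at this size, so its 0 says nothing about stability.

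The difference of the mean level, −0.147 percentage points, was −0.248 with pooled reads and −0.233 with at least 30 reads. It ranged from −0.587 to 0.388 with 1 line left out, and was 0.388, 0.164, 0.312 and 0.0636 without lines 44, 45, 11 and 17. For promoters of genes classed as methylated on the maternal allele, the range was −1.17 to 0.619, and the sign changed without line 44 (0.619) or 17 (0.00941). Over all imprinted promoters, it was −1.0 to −0.124, and the squared correlation of the group means was 0.947 to 0.956. In exact permutation tests of these differences no p was under 0.05. For these fits the cause of the changes was not tested. Within library sets, 36 arrangements allow no p under 0.0556.

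With pooled reads, the differences of all 14 named sites and promoters moved by less than the spread between lines. With 1 line left out, 2 values of the 12 called ones moved by more than 1.5 times, to 18.2 percentage points for *Gm29264* without line 21 and 16.4 for *4930505O20Rik* without line 29. For *H19* and *Meg3*, 5 values under these alternatives changed sign. No paired analysis was possible because the groups share no replicate numbers, so the pairing in table order is only a reading of the exclusion of reversed sites, and the library set is a batch that holds lines of both groups.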

Differences from the paper's values

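The number of hypermethylated sites was 557 here against the paper's 143, and that of hypomethylated sites 103 against the paper's 19. As shares of the covered sites they were 0.274% against the paper's 0.06%, and 0.0506% against the paper's 0.008%. Of the alternatives set before the data were examined, full separation of the groups closed the gap, with counts of 137 and 18. Pooled reads, lines paired in table order, no exclusion, thresholds of 15% and 25% and at least 20 or 30 reads did not come that near. Neither did merged strands, the autosomes, each library set alone or each line left out. A rule in which every ICSI-F1 line lay beyond every control-F1 line, except that lines 21 and 44 were not compared, gave 143 and 19 and the same 162 sites as Supplemental Table 2, but it was chosen after seeing the values, by comparing several rules with that table.

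The called sites lay in 313 genes with hypermethylated and 51 genes with hypomethylated sites, against 89 and 13 in the paper's Supplemental Table 2. With the groups fully separated, they lay in 87 and 12 genes, and gene numbers were not counted under the other alternatives.

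The covered promoter sites numbered 203645 here, and the paper's reported number is 237680.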

Other observations

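The use of the ratios with single lines left out as a test of whether 1 line decides the excess, the simulations, the ratios and numbers of sites at an unadjusted p under 0.05 in other splits and pairings of the lines, and the tests of even read numbers, halved reads and the levels of the library sets were chosen only after the results were seen.

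Hypermethylated sites outnumbered hypomethylated sites by 5.41 times. The ratio was 5.54 with at least 30 scaled reads in every line, so sites of low scaled coverage do not carry the excess. Since the filter uses scaled reads, it leaves differences in depth between lines in place and cannot test them. The direction depends on the rule, since at an unadjusted p under 0.05 the logistic model gave 5662 sites higher and 9600 lower in ICSI-F1 lines, and Fisher's exact test on pooled reads gave 11880 higher and 18548 lower at a false discovery rate of 0.05. With each line left out in turn the ratio was at least 2.17 (without line 37). The same comparison of 3 lines against 4, without line 37, was made for the 17 other splits of these lines with 1 line of set 1 and 2 lines of set 2 among the 3. Of these, 9 had a ratio at least as large in either direction (median 2.46), so an excess that rests on line 37 cannot be told apart from one in all lines. Feeder cell DNA in the ICSI-F1 lines would raise promoters that are methylated in somatic cells. The difference was −0.947 percentage points over 13 germ cell gene promoters, within the spread between lines. Promoters of genes classed as methylated on the maternal allele differed by 0.920 percentage points within library set 1 and by −1.64 within set 2. That class was not checked at the sites measured. Feeder cells themselves were not measured, so their DNA cannot be told apart from other explanations. The ratio was 4.13 in library set 1 alone and 1.59 in set 2 alone. The other pairings of the lines of set 2 gave ratios of 1.08 to 2.74 in either direction, so an excess confined to set 1 cannot be told apart from one in both sets. The spread between lines remains open. A ratio as large in either direction appeared in 13 of the 35 splits of the 8 lines, and in 2 of the 18 splits balanced over the library sets. Simulations without a group difference gave at most 1.13, but they draw each site independently, so a ratio near 1 is built in and they decide nothing. A difference between ICSI-F1 and control-F1 GS cells remains among the open explanations, untested.

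At a false discovery rate of 0.05, the logistic model and its version with moderated dispersion each gave 0 sites for the real split. No split can give fewer, so that all 35 splits reached this number by construction and the comparison decides nothing. With moderated dispersion, 15 of the 35 splits gave at least 1 site, with at most 11, and the real split was not among them. The split by library set gave only 1 site, although 1552 sites were fully separated in it. At an unadjusted p under 0.05, the logistic model gave 15262 sites for the real split, and 21 of the 35 splits, the real one included, gave as many. Among the 18 splits balanced over the library sets, 4 gave as many, the real one included. The version with moderated dispersion gave 13901 such sites for the real split.

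Of 1631 sites called by library set 1 alone with its lines fully separated, 61.3% moved in the same direction in library set 2. Of the 9 combinations of a split of set 1 with a split of set 2, 2 had a share as far from 50%. Counted in either direction, these were the real one and another with 61.9%, and the remaining ones ranged from 51.4% to 58.9%. With 9 combinations no share under 0.05 can be reached, so differences between lines and a group effect cannot be told apart by this count.

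For the 89 genes with hypermethylated sites in Supplemental Table 2, the paper's FPKM values in Supplemental Table 3 were used to ask whether methylation goes with lower expression. The mean log2 of FPKM plus 0.1 was 0.033 ± 0.029 (SD, n = 4) in control-F1 and 0.042 ± 0.076 (SD, n = 4) in ICSI-F1 lines (exact two-sided permutation test, p = 0.857), and 36 of the 89 genes were lower. Since 47 of the genes stayed under 1 FPKM in every line, an effect on expression cannot be told apart from none.

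Sites with 2 methylated reads were 4.90 to 8.81 times as frequent as sites with 1, once the scaling was undone, and 58.7% to 67.3% of coverage values were even. This is consistent with the mates of a read pair being counted at the same cytosine, in which case the number of independent fragments may be lower than the coverage. With reads halved, the logistic model gave 7038 sites at an unadjusted p under 0.05 and 0 at a false discovery rate of 0.05. No biological explanation was tested.

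Lines of library set 2 had a mean level of 8.72% ± 0.428 (SD, n = 4) and lines of set 1 of 6.45% ± 0.315 (SD, n = 4), a difference of 2.27 percentage points (exact two-sided permutation test, p = 0.0286, the smallest that 4 lines against 4 allow). The difference was 2.06 percentage points with at least 30 scaled reads in every line, so sites of low scaled coverage do not carry it. Scaling multiplied the reads by 1.33 to 1.88 in lines of set 1 and by 1 to 1.15 in lines of set 2. The filter therefore keeps the gap in depth between the sets and cannot test it. Incomplete bisulfite conversion in set 2 would raise levels by the same share of the unmethylated cytosines everywhere. The rise was 24.7% of them at sites with a mean level of 40% to 60% and 1.87% at sites under 10%, which argues against conversion as the whole cause. At sites under 10% alone, the rise outside CpG islands was 1.17 times that inside, which is consistent with incomplete conversion there. Each set holds 2 lines of each group, and a difference between the mice or cultures of the sets was not tested.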
